# Gp130-Dependent Release of Acute Phase Proteins Is Linked to the Activation of Innate Immune Signaling Pathways

**DOI:** 10.1371/journal.pone.0019427

**Published:** 2011-05-04

**Authors:** Maren Luchtefeld, Christoph Preuss, Frank Rühle, Eskindir P. Bogalle, Anika Sietmann, Stefanie Figura, Werner Müller, Karsten Grote, Bernhard Schieffer, Monika Stoll

## Abstract

**Background:**

Elevated levels of acute phase proteins (APP) are often found in patients with cardiovascular diseases. In a previous study, we demonstrated the importance of the IL-6-gp130 axis -as a key regulator of inflammatory acute phase signaling in hepatocytes-for the development of atherosclerosis.

**Background/Principal Findings:**

Gp130-dependent gene expression was analyzed in a previously established hepatocyte-specific gp130 knockout mouse model. We performed whole transcriptome analysis in isolated hepatocytes to measure tissue specific responses after proinflammatory stimulus with IL-6 across different time points. Our analyses revealed an unexpected small gene cluster that requires IL-6 stimulus for early activation. Several of the genes in this cluster are involved in different cell defense mechanisms. Thus, stressors that trigger both general stress and inflammatory responses lead to activation of a stereotypic innate cellular defense response. Furthermore, we identified a potential biomarker Lipocalin (LCN) 2 for the gp130 dependent early inflammatory response.

**Conclusions/Significance:**

Our findings suggest a complex network of tightly linked genes involved in the early activation of different parts of the innate immune response including acute phase proteins, complement and coagulation cascade.

## Introduction

Atherosclerosis is a major cause of cardiovascular disease worldwide and characterized by artery wall thickening due to a chronic inflammation in the intima of the arteries leading to atherosclerotic plaque formation in the vessel wall [1],[2].

Unfortunately, strategies targeting key inflammatory mediators had only limited success so far, highlighting the complex pathogenesis of the disease. The inflammatory process in the vessel wall is associated with enhanced levels of acute phase proteins (APP), which are mainly expressed in the liver [3]. These proteins are regarded as important components of the innate immune response and powerful predictors of cardiovascular incidences [4].

Although the acute phase response has been in focus of investigation for many years [5], several aspects regarding the functional implication of APP release in the process of chronic inflammation are still not fully understood.

In an earlier study, we demonstrated the importance of the gp130 cytokine receptor as a key regulator of acute phase signaling is crucially involved in atherosclerotic plaque formation in a mouse model of experimental atherosclerosis. Besides this important role of the gp130 signal transducer, the cytokine IL-6 is widely considered as the major inducer of APP production in mice hepatocytes. Interestingly, IL-6 deficient mice exhibit only a partly impaired APP production which suggests a redundant function for the IL-6 cytokine family of cytokines which share the common signalling receptor gp130 [5], [6].

In order to better define the role of the IL-6 cytokines in the gp130 knockout mouse model, we analyzed gp130 dependent gene expression in isolated hepatocytes using a whole transcriptome approach. Although local effects of gp130 dependent down-regulation have been described [7], we aimed to study the consequences of gp130-deficiency in our model system in a broader context using a microarray time-course experiment. Gp130-deficient hepatocytes cells were stimulated with IL-6 to induce an inflammatory response. Changes in expression status compared to IL-6-stimulated control cells from wild type mice were measured for five consecutive time points (0 h, 1 h, 3 h, 6 h, and 12 h). In contrast to resected liver tissue samples, this approach provides a more accurate in-vitro model of studying the liver specific response after a proinflammatory stimulus.

While proinflammatory factors are considered key elements in the pathogenesis of chronic inflammatory diseases, the underlying mechanisms remain enigmatic [8]. Therefore, the goal of this study was not only to target key inflammatory factors but also to highlight correlated transcriptional responses to IL-6 treatment which is in turn linked to chronic inflammation. A tight control of the complex regulatory pathways is critical for immune homeostasis and tissue specific gene expression. Growing evidence highlighted the role of gp130-dependent gene expression in the liver as critical for the regulation of the innate immune response. A recent study demonstrated that the gp130 system controls innate immune responses during infection by promoting myeloid-derived suppressor cell function [9].

In this study, we report that a surprisingly small cluster of 8 gp130-dependent genes show a correlated transcriptional response after IL-6 stimulation in hepatocytes. We identified differentially expressed genes that play an important role as markers and mediators of chronic inflammation. Co-expression network analysis and pathway mapping revealed that these genes share a functional role. The stimulatory IL-6 action overlaps with hepatic acute-phase and innate immune responses. This might link the gp130 system with the recruitment and activation of innate immune cells as central players for inflammatory disorders including cardiovascular diseases such as atherosclerosis.

## Results

### Correlated response of gp130-dependent genes expression

In order to better define the role of the hepatic acute phase response during inflammation and development of atherosclerosis we used a hepatocyte-specific gp130 knockout model. Based on our previous findings, we aimed to identify novel liver derived gp130 dependent factors in mice, which might play an essential role in chronic inflammatory processes. Therefore, we performed transcriptome-wide analysis of 26,766 genes by microarray time-course analysis of isolated hepatocytes. 

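Hepatocytes came from gp130- mice, in which Cre recombinase under the albumin promoter removes the floxed gp130 gene (Il6st), and from gp130flox littermates as controls. The protein gp130 is the receptor subunit through which IL-6 and its related cytokines signal to Janus kinases and the transcription factor STAT3. After a night without serum, cultured cells received IL-6 at 200 ng/mL, and RNA taken at 0, 1, 3, 6 and 12 h was hybridized to Illumina MouseWG-6 v2 arrays, on which the brightness of a probe stands for the amount of a transcript. The 61 arrays comprise 33 from gp130flox hepatocytes (7, 6, 6, 7 and 7 at the 5 times) and 28 from gp130- hepatocytes (6, 6, 5, 5 and 6). The signals used here are those GenomeStudio gave before normalization, each with its detection p-value. They were corrected for background and quantile-normalized with limma's neqc, and a group mean was fitted for each genotype and time over all arrays. Probes detected on at least 5 arrays were kept, with the brightest probe for each gene, which left 12157 genes. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 1.5, the paper's thresholds. Differences are given on the log2 scale as gp130- minus gp130flox, so that a negative value is a lower level in gp130- hepatocytes. The arrays detected between 15257 and 19256 of 45281 probes, and the number of arrays limits the precision of each value.
The deposited columns number the arrays within a genotype, and arrays of 1 genotype and number are called a preparation here, because the sources do not say what the number stands for. Gene levels parted preparations 1 to 4 from preparations 6 to 11 in both genotypes. Cyp2e1, a cytochrome P450 that oxidizes ethanol, averaged 4.73 ± 0.37 (SD, n = 25 arrays) in the former and 13.2 ± 0.43 (SD, n = 36 arrays) in the latter on the log2 scale. Anln, which encodes a protein of the dividing cell's contractile ring, averaged 9.89 ± 0.46 (SD, n = 25 arrays) and 4.49 ± 0.26 (SD, n = 36 arrays). The low mean of each of these 2 genes lay near the lowest detected signals of the arrays, so it stands for little or no transcript. Of 24 hepatocyte genes, 16 were higher in preparations 6 to 11 and 5 in preparations 1 to 4. All arrays are called hepatocytes here, as in the paper, and the main fit pools both sets. Preparations 1 to 4 make up 2 arrays of each gp130flox group and 3 of each gp130- group. Counts and several genes are therefore also given with this set of preparations as a term of the model, or within each set, both chosen after seeing the data. Xist, whose signal tells the sex of the mice here, averaged 8.86 and 8.26 in gp130- preparations 2 and 3. In each gp130flox preparation it averaged at most 4.25, so sex and genotype are partly mixed in the comparisons between the genotypes.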

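Il6st, the deleted gene, had a lower mean in gp130- than in gp130flox hepatocytes at every time. Its log2 signal at 0 h was 6.27 ± 0.28 (SD, n = 7) in gp130flox and 5.56 ± 0.36 (SD, n = 6) in gp130- hepatocytes. The difference was -0.70, -0.88, -1.58, -0.92 and -0.78 at 0, 1, 3, 6 and 12 h, with standard errors between 0.22 and 0.24. It passed the test at 3 h (adjusted p = 2.91e-05) and at 6 h (adjusted p = 0.0275), but not at 0, 1 and 12 h (adjusted p = 0.400, 0.0665 and 0.0736). With the set of preparations as a term it also passed at 1 and 12 h (adjusted p = 0.00786 and 0.0147), and with the preparation as a random block it passed at 3 h alone (adjusted p = 5.61e-04, and 0.120 at 6 h). Every gp130- array lay below every gp130flox array at 3 h and at 6 h, while the ranges overlapped at the other times. Exact two-sided permutation tests of Il6st alone gave p = 0.00233, 0.0173, 0.00216, 0.00126 and 0.00758 at the 5 times. Where the probe lies relative to the deleted part of the gene is not given in the sources used here, so the size of the difference does not measure how much of the gene was removed. A second Il6st probe was detected on 0 arrays.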

The transcriptome profiling revealed a surprisingly small number of 38 genes that are differentially expressed with a p-value of <0.05 and >1.5 fold after IL-6 stimulation in at least one of the five time points (Table S1).

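The serum amyloid genes Saa1 and Saa3 and the fibrinogen gene Fga were among the 10 called genes with the largest negative differences at 3, 6 and 12 h. At 12 h, Saa1, which encodes a serum amyloid A protein, differed by -6.04 on the log2 scale (standard error 1.47, adjusted p = 0.0203), and Fga, which encodes the fibrinogen alpha chain, by -3.20 (standard error 0.72, adjusted p = 0.00853). Serpina7, which encodes thyroxine-binding globulin, differed by -3.32, and Tgm1, which encodes a protein-crosslinking transglutaminase, by -2.08. The genes with higher levels included Nr1h4, which encodes the bile acid receptor FXR (1.11, adjusted p = 6.04e-04), Afp, which encodes alpha-fetoprotein (1.43, adjusted p = 0.0158), and Frk, which encodes a tyrosine kinase (1.53, adjusted p = 0.00308). At 6 h the called gene with the largest positive difference was Cyp2a4, which encodes a steroid-hydroxylating cytochrome P450 (1.80, adjusted p = 0.00701).
Between the genotypes, 7 genes were higher and 16 lower in gp130- hepatocytes at 0 h, before IL-6 was added. The counts were 16 higher and 41 lower at 1 h, 34 and 80 at 3 h, 43 and 99 at 6 h, and 31 and 85 at 12 h. In all, 209 genes passed at 1 time or more, and 12157 genes were tested at each. Of 27 targets of STAT3, a list written before the data were examined like the other gene lists, 2, 9, 13, 14 and 14 were lower at the 5 times and none was higher (6, 15, 17, 15 and 17 when adjusted over the list alone). limma's camera test placed this list lower at each time (adjusted p = 1.57e-16, 8.13e-34, 8.44e-39, 9.98e-34 and 2.55e-39), as it did with an estimated correlation (adjusted p = 1.03e-06, 6.17e-11, 5.97e-12, 6.44e-11 and 3.91e-12). Of the 40 tested genes that the paper names, 9, 16, 25, 28 and 30 were lower at the 5 times, and 21, 30, 36, 36 and 37 when adjusted over the list alone. The study chose most of these on the same samples, so their direction is not independent evidence.
With the set of preparations as a term, 132, 266, 530, 618 and 455 genes passed at the 5 times, and 929 at 1 time or more. Within preparations 1 to 4 the counts were 27, 42, 260, 82 and 73, and within preparations 6 to 11 they were 411, 623, 911, 1170 and 1005. The excess of lower genes did not hold in each of these fits. With the set as a term 66, 140, 236, 295 and 196 genes were higher and 66, 126, 294, 323 and 259 lower at the 5 times, and within the latter set 366 were higher and 257 lower at 1 h and 487 and 424 at 3 h. With the preparation as a random block, 98 genes passed at 1 h and 194 at 3 h. Fitting only the groups compared left 10, 20, 25, 45 and 45 genes at the 5 times and 71 at 1 time or more, against 139 with offset 50 and 3913 with array weights.

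**Figure D1:**
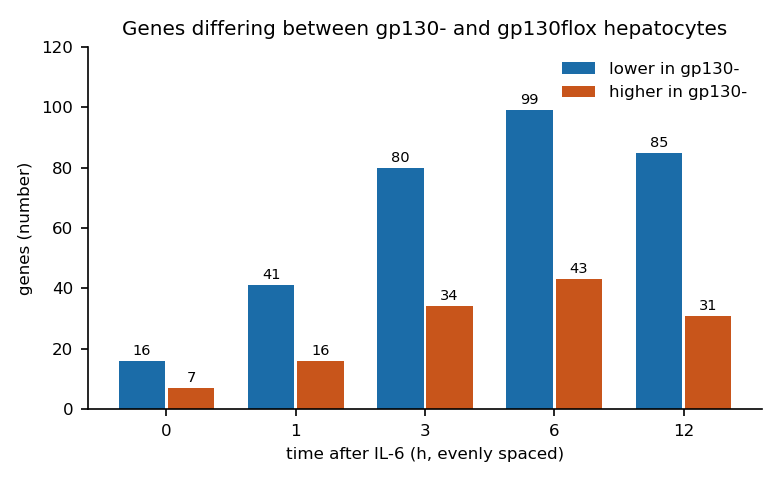
Number of genes called higher and lower in gp130- than in gp130flox hepatocytes, as bars side by side, at each time after IL-6, out of 12157 tested. In this fit without a set or block more genes were lower than higher at each time, from 16 against 7 at 0 h to 99 against 43 at 6 h.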

Instead of focusing on the analysis of single differentially expressed genes, we were interested in identifying a cluster of genes sharing a coordinated response after IL-6 stimulation in the hepatocyte-specific gp130 mouse model. 

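Saa3, Hamp, Timp1, Nfkbiz, Socs3 and Bcl3 were lower in gp130- than in gp130flox hepatocytes after IL-6. Saa3, which encodes a serum amyloid A protein, was lower at every time, with differences of -4.47, -4.46, -4.69, -5.29 and -5.43 on the log2 scale at 0, 1, 3, 6 and 12 h (standard errors 0.57 to 0.62). Socs3, which encodes a feedback inhibitor of JAK and STAT signaling, differed by -0.86 at 0 h, which did not pass the test, and by -3.57, -3.72, -3.79 and -3.31 from 1 to 12 h (standard errors 0.41 to 0.45). Hamp, which encodes the iron-regulating hormone hepcidin, differed by -1.72, -2.34, -2.57, -2.69 and -2.74, and Nfkbiz, which encodes a nuclear regulator of NF-kappaB, by -1.03, -1.66, -1.79, -1.69 and -1.89. Bcl3, which encodes another such regulator, differed by -0.57, -1.49, -2.09, -2.15 and -1.88, and Timp1, which encodes an inhibitor of matrix metalloproteinases, by -0.79, -2.24, -2.62, -2.53 and -2.68. Cxcl1, which encodes a chemokine that attracts neutrophils, differed by -1.57, -1.82, -2.24, -2.16 and -1.84. Without gp130- preparations 2 and 3, those with Xist signal, it was 2.01-fold lower at 12 h, against 3.59-fold with all arrays.
In limma's test over all genes, Saa3 had adjusted p = 2.91e-07, 6.87e-07, 7.05e-07, 7.78e-09 and 8.27e-10 at the 5 times. Socs3, Hamp, Nfkbiz and Bcl3 passed from 1 h on and not at 0 h (adjusted p at 0 h 0.906, 0.430, 0.0501 and 0.870). Timp1 passed at 3, 6 and 12 h, with adjusted p = 0.0179, 0.0153 and 0.00541. Cxcl1 did not pass at any time (adjusted p = 0.623, 0.310, 0.0782, 0.0648 and 0.140), but did at 1, 3, 6 and 12 h with the set of preparations as a term (adjusted p = 0.0170, 0.00393, 0.00553 and 0.0105), and at all 5 times with the preparation as a random block (adjusted p = 0.0321, 0.00254, 3.69e-04, 4.64e-04 and 0.00171). The sets of preparations did not agree in size for each gene. At 12 h the differences of Saa3, Socs3, Hamp, Nfkbiz, Bcl3 and Timp1 were -4.80, -2.98, -2.68, -1.67, -1.73 and -0.78 within preparations 1 to 4 and -5.17, -3.01, -2.61, -2.20, -1.90 and -4.05 within preparations 6 to 11, and -5.17, -3.06, -2.57, -2.01, -1.86 and -2.86 with the set as a term. Within preparations 1 to 4 only Saa3 and Socs3 of these 6 passed at 12 h (adjusted p = 0.0419 and 0.00185, and 0.943 for Timp1), and within preparations 6 to 11 all 6 did. Exact two-sided permutation tests of Cxcl1 alone gave p = 0.0128, 0.0173, 0.00866, 0.00758 and 0.00524. With Lcn2, 2, 6, 7, 7 and 7 of these 8 genes were lower at the 5 times, and 6, 8, 8, 8 and 8 when adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence.
The genotype differences of the 8 genes over the 5 times had a mean pairwise Pearson correlation of 0.79. Hamp correlated most with the other 7 genes (mean r = 0.88) and Saa3 least (mean r = 0.60). Among 10000 random sets of 8 from the 31 tested genes of Table S1, the share with a mean as high was 0.0728 and the median was 0.63. Those 31 genes were chosen on these samples and are all listed as lower in gp130- hepatocytes. Random sets of them are therefore alike already, and the comparison can hardly set the 8 apart. In a complete-linkage tree of those 31 genes, the smallest branch that held all 8 genes held 27 genes. These correlations run across 5 group means and not across replicates. From the clustering, the paper concludes that a group of 8 genes answered IL-6 together, and proposes a common mechanism behind the early inflammatory response. It also gives real-time PCR of these genes, and a network from public arrays in which 7 of the 8 share a module.

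**Figure D2:**
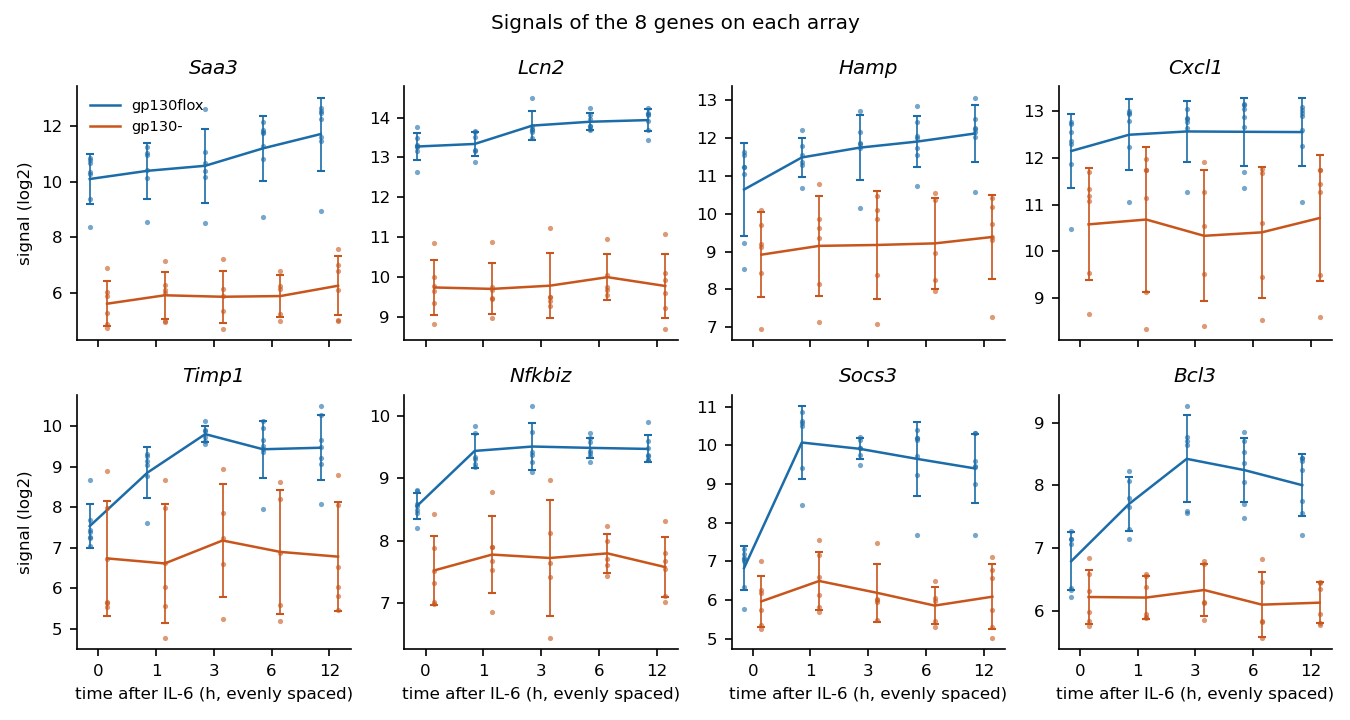
Log2 signal of the 8 genes against time after IL-6, with a panel for each gene, points for arrays, lines for group means and error bars for the SD. The gp130- means stay below the gp130flox means in each panel, and for Saa3 the mean difference reaches -5.43 at 12 h.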

Hierarchical clustering of the time course expression data revealed that a group of 8 gp130 dependent genes showed a coordinated early response to stimulation with IL-6 in hepatocytes. A heatmap diagram displays the group of genes that are similarly regulated in Figure 1A. The group includes: (1) acute phase proteins including *saa3* and *lcn2* (2) chemokines with cytokine-cytokine interactions, such as *cxcl1* and (3) extracellular matrix proteins, such as *timp-1*. 

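Acute phase genes were lower in gp130- hepatocytes as a group, but most of them, like most chemokine and matrix genes, did not pass limma's test singly. Of 29 positive acute phase genes, 3, 4, 6, 6 and 7 were lower at 0, 1, 3, 6 and 12 h and none was higher (9, 8, 12, 14 and 14 lower when adjusted over the list alone). Saa1 was the member with the largest difference at 3 h (-6.60, standard error 1.60, adjusted p = 0.0184). Cp, which encodes the copper carrier ceruloplasmin, was lower at each time, with -1.67 at 3 h (adjusted p = 1.17e-04), where 2 of its other probes were also below 0 at 0 h and 1 lay at 0.65. Saa2, which encodes another serum amyloid A protein, was lower at 12 h (-2.91, adjusted p = 0.0476), but within preparations 1 to 4 its difference was 0.16 and within preparations 6 to 11 -4.20. The median log2 difference of the list was -1.12, -1.03, -1.69, -1.67 and -1.37 at the 5 times, and camera gave adjusted p = 2.25e-21, 2.79e-17, 1.62e-23, 1.28e-20 and 8.20e-24. With an estimated correlation the call was lost at 1 h (adjusted p = 0.0547) and held at the other times (adjusted p = 0.0323, 0.0201, 0.0333 and 0.0215). The acute phase genes also lay higher in preparations 6 to 11 than in preparations 1 to 4, by a median of 2.08, with 24 of 29 called. This shift enters the estimated correlation. With that set as a term, 8, 10, 15, 14 and 15 were lower.
Of 21 chemokine genes limma called 0 at any time (2, 1, 1, 2 and 2 lower at an unadjusted p under 0.05 with the fold threshold), and 1 was lower at 3 h and at 6 h when adjusted over the list alone. Ccl2, which encodes a chemokine that attracts monocytes, differed by -0.82 at 3 h (adjusted p = 0.824), and Cxcl2, which encodes a chemokine that attracts neutrophils, by -0.63 (adjusted p = 0.954). Camera placed the chemokines lower at 1 h (adjusted p = 0.0471), a call that was lost with an estimated correlation (adjusted p = 0.543). Of 26 genes of the extracellular matrix, 0, 0, 1, 2 and 2 were lower and 0, 1, 0, 1 and 0 higher at the 5 times (0, 1, 1, 2 and 2 and 1, 1, 0, 1 and 1 when adjusted over the list alone). Prelp, which encodes a matrix proteoglycan, was lower at 12 h (-1.83, adjusted p = 8.58e-04), and Col18a1, which encodes a collagen of the basement membrane, was higher at 1 h (0.77, adjusted p = 0.0387). Camera placed the matrix list neither higher nor lower at any time, but lower at 3 h with the set as a term (adjusted p = 0.0478). The median and mean of this list had opposite signs at 0 and 1 h.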

The coordinated expression patterns of these gp130 dependent genes point to a common underlying mechanism responsible for the early inflammatory response in IL-6 stimulated hepatocytes. Of the genes that are subject to synergistic activation by IL-6, the *lcn2* gene showed the most striking potentiation. 

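Every array from 1 to 12 h received IL-6, so a change from 0 h may include an effect of time in culture. Changes by IL-6, here and below, are such changes. The difference of the changes between the genotypes, given below, leaves out an effect that both share. Of the 8 genes in gp130flox hepatocytes, Socs3 rose the most. Its log2 change from 0 h was 3.24, 3.08, 2.82 and 2.57 at 1, 3, 6 and 12 h (standard errors 0.39 to 0.41, adjusted p = 1.75e-06, 7.57e-06, 1.43e-05 and 2.92e-04). Bcl3 rose at 3, 6 and 12 h by 1.63, 1.45 and 1.21. Lcn2, which encodes lipocalin 2, a protein that withholds iron from bacteria, was already at 13.27 before IL-6. It reached 14.50 at most, and Hp, another bright gene, 14.57 on 1 array. The range of the arrays may therefore bound the rise of Lcn2, which was not tested. Comparing each preparation with itself, Lcn2 changed by 0.07, 0.56, 0.62 and 0.66 at the 4 times and passed at 6 and 12 h (adjusted p = 0.953, 0.0260, 0.00561 and 0.00215, fold below 1.5 at 3 h).
The other genes of the group were compared with the preparation as a block in the same way. Timp1 rose at each time, by 1.35, 2.26, 1.89 and 1.93 (adjusted p = 3.00e-04, 2.20e-09, 1.09e-07 and 6.13e-08), and Nfkbiz by 0.85, 0.94, 0.93 and 0.92 (adjusted p = 2.36e-05, 7.76e-07, 6.70e-07 and 9.27e-07). Hamp rose at 3, 6 and 12 h by 1.12, 1.27 and 1.48, and Saa3 at 6 and 12 h by 1.10 and 1.61. Cxcl1 changed by 0.40, 0.49, 0.41 and 0.41 and passed at no time (adjusted p = 0.401, 0.0669, 0.110 and 0.107). Without that block, Socs3 and Bcl3 alone of the 8 passed, within the 3, 10, 5 and 9 genes called at 1, 3, 6 and 12 h. With it, 29, 79, 67 and 71 genes were called higher and 2, 13, 23 and 33 lower. Osmr, which encodes the oncostatin M receptor, passed in both fits, and rose at 3 h by 1.26 without the block.
In gp130- hepatocytes limma's joint test over the 4 times called 0 genes, and 3 at an unadjusted p under 0.05 with the fold threshold. With the block, 4 genes were called higher and 1 lower at 3 h. For Lcn2 the difference of the changes between the genotypes passed the test at no time (-0.63 at 12 h, adjusted p = 0.258 with the block). That difference is about as large as the rise of 0.66 in gp130flox hepatocytes, so equal changes are not shown. The changes of Socs3 and Timp1 did differ, at 3 h by -2.85 (adjusted p = 1.33e-07) and -2.08 (adjusted p = 3.11e-04) with the block.
STAT3 targets rose as a group in gp130flox hepatocytes, while the group test of acute phase genes depended on its correlation. Of the 27 STAT3 targets, 1, 4, 3 and 3 rose from 0 h at 1, 3, 6 and 12 h, and 5, 12, 11 and 10 with the block. Camera placed them higher (adjusted p = 2.67e-17, 3.80e-38, 3.18e-25 and 2.45e-24), as it did with an estimated correlation (adjusted p = 9.21e-07, 1.10e-11, 7.54e-09 and 8.97e-09). Of the 29 positive acute phase genes, 4, 6 and 6 rose with the block at 3, 6 and 12 h. Camera placed the acute phase genes higher without the block (adjusted p = 1.80e-04, 7.54e-04 and 1.55e-05), which an estimated correlation ended (adjusted p = 0.555, 0.679 and 0.451). That correlation was estimated without block or set, and so includes the shift of these genes between the sets of preparations. The lost call is therefore no evidence against a rise of the group.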

The results of the microarray data for this group of genes were then further confirmed by real-time PCR (Figure 1 B).

**Figure 1:**
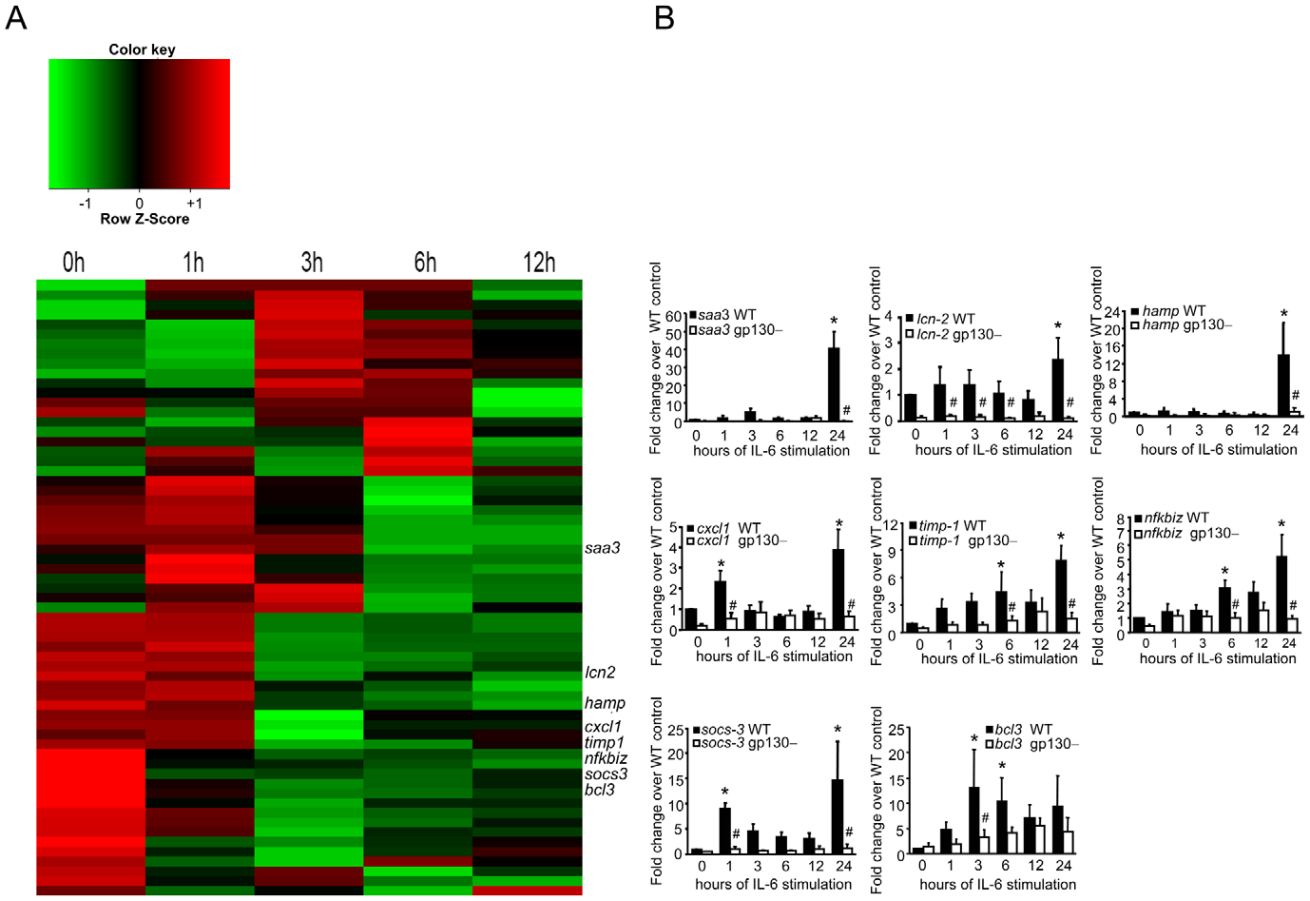
Co-expression analysis of gp130-regulated genes. (A) Time-course gene microarray analysis of hepatocytes for five different time points before and after IL-6 stimulation (n>5 per group). Genes with >1.5 and <−1.5 fold change after IL-6 stimulation were clustered in a heatmap diagram. Red indicates up-regulation compared with wild-type mice and green indicates down-regulation. (B) Quantitative real-time PCR of hepatocytes taken from untreated (control), gp130–and wildtype (WT; gp130 flox) mice after time-dependent IL-6 stimulation. * P<0.05. Data are presented as mean±SEM of at least 8 independent experiments.

### Validation of soluble proteins for the gp130 model of atherosclerosis

Gene co-expression analysis provides powerful information to identify new functionally related genes in a tissue specific context. However, this expression relationship only reflects mRNA transcripts but not protein levels. Therefore, we tested the soluble gene products of the correlated cluster harboring 8 genes identified through transcriptome profiling in hepatocyte supernatant to measure differences in soluble protein levels.

Since LCN 2, CXLC2, TIMP-1, HAMP and IL-24 protein expression is also induced to be released in the supernatant of hepatocytes upon IL-6 stimulation in a gp130-dependent manner, as confirmed by ELISA technique (Figure 2). Next we investigated whether these 8 genes in hepatocytes and the related soluble factors may be the onset of experimental atherosclerosis in a mouse model. Therefore, we compared gp130–/apoE– mice compared to apoE–mice fed a high-fat western type diet for 12 weeks. Accordingly mRNA expression was investigated within the liver, and protein levels were analyzed in the plasma of these mice.

**Figure 2:**
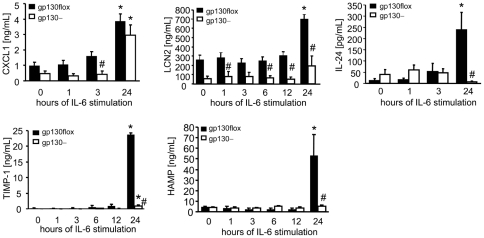
Analysis of gp-130 regulated soluble factors. CXLC1, LCN2, TIMP-1, HAMP and IL-24 concentration in the supernatant of IL-6 stimulated hepatocytes. Stimulation with IL-6 for 24 hours induces the release of CXCL1, LCN2, TIMP-1, HAMP and IL-24 within the supernatant of WT (gp130 flox)-derived hepatocytes (CXCL1, LCN2, TIMP-1, HAMP and IL-24) or gp130–-derived hepatocytes (CXCL1, TIMP-1). CXCL1 was found to be differentially regulated after 3 hours of IL-6 stimulation, LCN2 1, 6, 12 and 24 hours after IL-6 stimulation TIMP-1 and HAMP after 24 hours after IL-6 stimulation. Data are presented as mean±SEM of at least 4–5 independent experiments.

Significant differences in mRNA expression were observed for *saa3, lcn2, socs-3 and cxcl-1 genes*, and differences in protein levels were observed for *cxcl1*, *timp-1* and *lcn2* genes (Figure 3). CXCL1 mRNA expression was reduced in the liver of gp130–/apoE–mice compared to apoE–mice, whereas plasma levels were significantly increased. Thus it is tempting to speculate that other cells then hepatocytes e.g. macrophages, neutrophils or epithelial cells [13] are responsible for an increase of CXCL1 in the plasma. Of interest, we observed a significant increase of TIMP-1 mRNA-expression in the liver and in the plasma of gp130–/apoE– mice, compared to apoE– mice. An IL-6 dependent TIMP-1 induction was recently demonstrated in a hepatoma cell line [14]. Since we investigated TIMP-1 expression in the whole liver, we cannot exclude–that besides hepatocytes–other hepatic cells such as endothelial cells and Kupffer cells which are minor cell populations in the liver, also contribute to this effect.

**Figure 3:**
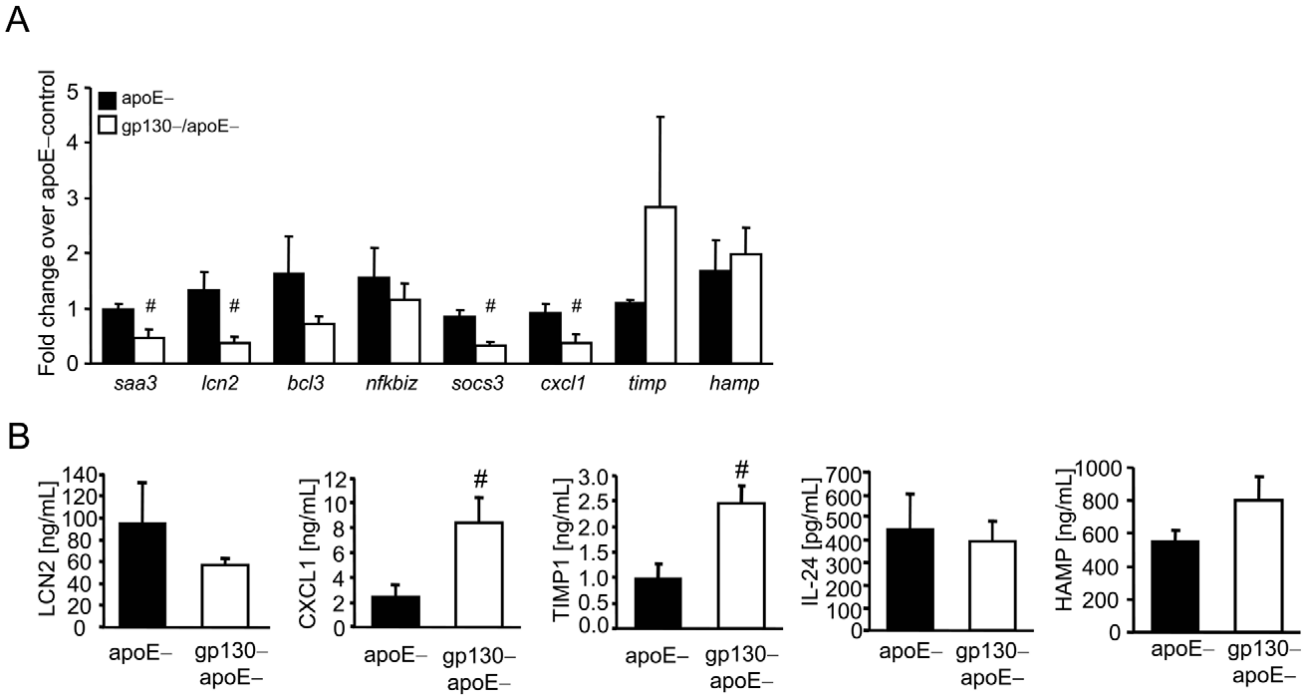
Analysis of gp130-regulated genes and soluble factors in a mouse model of atherosclerosis. (A) Quantitative real-time PCR of livers (n = 4–6 per genotype) taken from gp130–/apoE– and apoE– mice following feeding a cholesterol rich diet for 12 weeks. *Saa3*, *lcn2*, *socs3* and *cxcl1* mRNA-expression were significantly reduced in gp130-/apoE- mice compared to apoE-mice. (B) CXCL1, LCN2, TIMP-1, HAMP and IL-24 plasma levels from gp130–/apoE– and apoE– mice following feeding a cholesterol rich diet for 12 weeks. CXCL1 and TIMP-1 plasma levels are significantly increased in *gp130*–/*apoE*–- mice compared to *apoE*–mice, whereas LCN2 plasma levels are reduced within the same mice. IL-24 and HAMP plasma levels did not differ between the genotypes. Data are presented as mean±SEM of at least 6–10 mice/genotype; *P<0.05 vs. control, #p<0.05 vs. genotype.

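Lcn2, which encodes lipocalin 2, was lower in gp130- hepatocytes at all 5 times. Its log2 signal at 0 h was 13.27 ± 0.34 (SD, n = 7) in gp130flox and 9.73 ± 0.68 (SD, n = 6) in gp130- hepatocytes, and at 12 h 13.94 ± 0.28 (SD, n = 7) and 9.77 ± 0.81 (SD, n = 6). The differences were -3.54, -3.64, -4.02, -3.90 and -4.17 (standard errors 0.29 to 0.31), with adjusted p = 2.49e-13, 3.10e-13, 2.98e-14, 2.55e-14 and 6.07e-16 from limma. They correspond to 11.6, 12.5, 16.2, 15.0 and 18.0-fold lower signals. Every gp130- array lay below every gp130flox array at each time (exact two-sided permutation tests, p = 5.83e-04, 0.00216, 0.00216, 0.00126 and 5.83e-04).
Among the genes tested, Lcn2 had the smallest adjusted p at 12 h without a block. Osmr had the smallest at 1, 3 and 6 h (adjusted p = 2.17e-13, 1.49e-16 and 9.60e-16), and Mpg, which encodes a DNA repair glycosylase, at 0 h (adjusted p = 5.30e-14). The Mpg probe was detected on 1, 1, 0, 0 and 2 gp130- arrays at the 5 times. Its rank therefore depends on the signals given to arrays not above background. Another Mpg probe, detected on every array at 0 h, differed by only -0.23 then. With the preparation as a random block Lcn2 had the smallest at each time (adjusted p = 1.35e-15, 7.91e-16, 1.69e-17, 1.02e-17 and 9.11e-19), but with the set as a term Mpg did. Within preparations 6 to 11 Saa1 had the smallest at 0, 1, 3 and 6 h and Lcn2 at 12 h, and within preparations 1 to 4 Lcn2 ranked 37, 36, 33, 41 and 34 at the 5 times and was not called at 0 h (adjusted p = 0.0744). Within preparations 1 to 4 Lcn2 differed by -2.85, -3.10, -4.02, -3.55 and -3.43, and within preparations 6 to 11 by -4.01, -4.03, -4.32, -4.25 and -4.68.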

Only LCN-2 was found to be reduced in the plasma of gp130–/apoE– mice, which also showed the statistical strongest signs of differential gene expression across all measured time points. For the remaining candidate genes, only slight changes in protein levels were observed in hepatocyte supernatants.

### Pathway mapping

KEGG pathway mapping was used to search for over-represented classes of gene functions for the identified 38 genes. This was done by comparison of d.e genes for each time point with canonical KEGG pathways using the hypergeometric distribution function implemented in the statistical language R.

Over-represented pathways were detected for all time-points after IL-6 stimulation. 

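Genes of Jak-STAT signaling, the pathway by which cytokine receptors reach the nucleus, were over-represented among the genes called at 1, 3, 6 and 12 h. Of 88 tested genes of a hand-written Jak-STAT list, 1, 4, 10, 8 and 7 were called at 0, 1, 3, 6 and 12 h, against 0.167, 0.413, 0.825, 1.03 and 0.840 expected. One-sided Fisher's exact tests gave p = 0.154, 7.56e-04, 8.62e-09, 8.32e-06 and 2.01e-05, and 0.154, 9.45e-04, 4.31e-08, 2.08e-05 and 3.36e-05 when adjusted over the 5 times. At 3 h the called genes were Cish, Il13ra1, Il24, Il6st, Lif, Osmr, Socs2, Socs3, Socs5 and Stat3. Each of the called genes was lower in gp130- hepatocytes. Adjusted over the list alone, 2, 8, 12, 9 and 11 were lower, and 1 was higher at 12 h. Camera placed the list lower at each time (adjusted p = 0.0145, 1.25e-05, 1.15e-05, 3.78e-05 and 5.32e-05), and so it did with an estimated correlation (adjusted p = 0.0178, 2.30e-05, 2.59e-05, 6.84e-05 and 6.53e-05).
Genes of cytokines and their receptors were over-represented at 3, 6 and 12 h. Of 132 such genes tested, 1, 2, 6, 7 and 5 were called at the 5 times, against 0.250, 0.619, 1.24, 1.54 and 1.26 expected (Fisher's exact test, p = 0.222, 0.127, 0.00150, 8.95e-04 and 0.00859, adjusted p = 0.222, 0.159, 0.00374, 0.00374 and 0.0143). At 6 h they were Acvr1 and Acvr2b, receptors for activins, Il1r1, a receptor for interleukin 1, and Il13ra1, Il24, Il6st and Osmr. Inhba, which encodes a subunit of activin, was lower at 3 h (-1.59, adjusted p = 0.00554). Adjusted over the list alone, 2, 6, 9, 10 and 10 were lower, and 1 was higher at 12 h. Camera placed the list lower at each time (adjusted p = 0.00970, 0.00279, 0.00578, 0.00111 and 0.00193), a call that an estimated correlation ended (adjusted p = 0.152, 0.0821, 0.126, 0.0574 and 0.0636). With the set of preparations as a term, the list was also over-represented at 1 h (Fisher's exact test, p = 1.49e-04). The background was all genes tested, and the lists were not taken from KEGG. Il6st counts in both lists at 3 and 6 h, but as the deleted gene it is no evidence of a pathway response. No test without it was run.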

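Osmr, which encodes the oncostatin M receptor that pairs with gp130, was lower in gp130- hepatocytes at every time. Its log2 difference was -1.67, -2.28, -2.84, -2.63 and -2.32 at 0, 1, 3, 6 and 12 h (standard errors 0.18 to 0.19). Cish, which encodes an inhibitor of STAT5 signaling, was lower from 1 h on, with -1.79, -1.97, -1.68 and -1.45 (adjusted p = 0.00636, 0.00174, 0.00815 and 0.0230). Il24, which encodes a cytokine of the IL-10 family, was lower at the same times, with -1.39, -1.52, -1.53 and -1.22 (adjusted p = 0.00133, 3.83e-04, 2.12e-04 and 0.00308). Il13ra1, which encodes a receptor subunit for IL-13, was lower from 3 h on, with -2.22, -2.02 and -1.78 (adjusted p = 2.85e-04, 7.29e-04 and 0.00247), and at 1 h it had adjusted p = 0.0540. Stat3 was lower from 3 h on, with -1.37, -1.48 and -1.27. At 3 h Cish, Il24 and Il13ra1 differed by -1.97, -0.90 and -2.29 within preparations 1 to 4, by -1.58, -1.74 and -1.86 within preparations 6 to 11, and by -1.68, -1.37 and -1.96 with the set as a term.
With the preparation as a block, Cish rose from 0 h in gp130flox hepatocytes at 1, 3, 6 and 12 h by 1.17, 1.15, 0.76 and 0.59 (adjusted p = 8.35e-07, 2.25e-07, 3.57e-04 and 0.00756). Il13ra1 rose at 3, 6 and 12 h by 1.10, 0.95 and 0.76. Il24 changed by 0.57 at 3 h (adjusted p = 6.22e-04), under the fold threshold. Stat3 changed by 0.75 at 3 h, which did not pass (adjusted p = 0.0604). From the over-represented pathways, the paper states that gp130-regulated genes are tied to Jak-STAT and cytokine signaling.

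**Figure D3:**
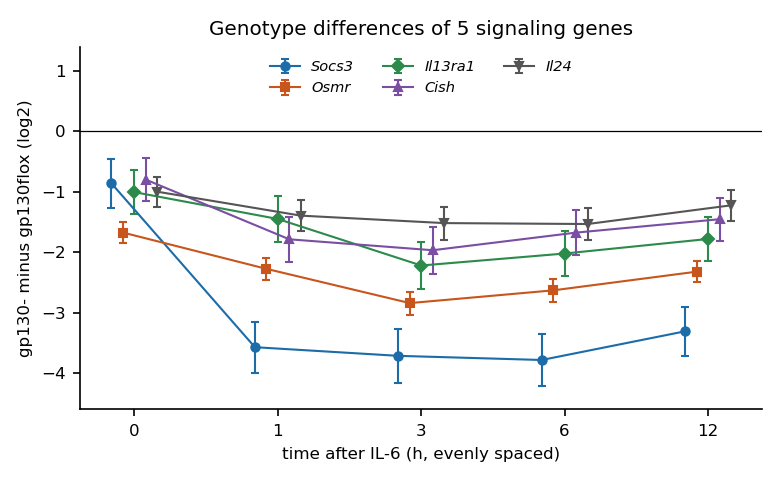
Log2 difference between gp130- and gp130flox hepatocytes in 5 signaling genes against time after IL-6, with the standard error of limma's fit as error bars. All lie below 0, from -0.80 for Cish at 0 h, which did not pass the test, to -3.79 for Socs3 at 6 h.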

We could identify gp130-regulated genes, which are associated with the activation of the JAK/STAT (*socs-3*, *Il-13ra1*, *cish*, *osmr*, *Il-24*), and the cytokine signalling pathway (*Il-13ra1*; *osmr*, *cxcl1*). Among both pathways, which play an important role in the inflammatory response, 4 members of the co-expressed cluster were found (*socs3*, *cxcl1*, *Il-13ra1*, *cish*). Table 1 displays the pathways, according to the number of time points and membership of d.e genes.

**Table 1:** KEGG pathways overrepresented by IL-6-gp130 gene expression.

Timepoint	KEGG ID	Pathway	Input genes	p-value
0 h	-	-	-	-
1 h	mmu04630	Jak-STAT signaling pathway	*Il-24*, *socs3*	5.4×10^−4^
3 h	mmu04060	Cytokine-cytokine receptor interaction	*Il-24*, *Il13 ra1*	6.5×10^−3^
	mmu04630	Jak-STAT signaling pathway	*Il-24*, *socs3*, *Il13ra1,cish*	1×10^−5^
6 h	mmu04060	Cytokine-cytokine receptor interaction	*osmr*, *Il-24*, *Il-13 ra1*	9.7×10^−4^
	mmu04630	Jak-STAT signaling pathway	*osmr* ,*Il-24*, *socs3*, *Il13 ra1*, *cish*	1×10^−5^
12 h	mmu04060	Cytokine-cytokine receptor interaction	*osmr*, *Il-24*, *Il-13ra1*, *cxcl1*	7×10^−5^
	mmu04630	Jak-STAT signaling pathway	*osmr*, *Il-24*, *socs3*, *Il13 ra1*	1×10^−5^

KEGG-database analysis revealed several gp130-regulated genes which are time-dependently associated with JAK/STAT (*Il-24*, *socs3*, *Il-13ra1*, *cish*, *osmr*) and cytokine signalling pathway (*Il-13ra1*, *Il-24*, *osmr*, *cxcl1*).

### Co-expression network analysis

Conventional annotation methods measuring the over-representation of functional categories, such as the performed KEGG-pathway mapping may lack an adequate representation of expression data in the functional specific cellular context. For this reason, we performed a co-expression network analysis to reveal in which functional cellular context the cluster with the 8 genes was expressed.

Co-expression network analysis is based on the idea that large collections of microarray data contain information about concerted changes in transcript levels. Genes which share a functional role are often found to be co-expressed in the same molecular network which in turn is driven by the same underlying regulatory factors.

In order to test the hypothesis that liver-derived gp130 dependent factors are involved in the same underlying molecular network and to identify new functionally related genes, we used co-expression data derived from a set of publicly available microarray experiments in mice from the Coxpresdb database [10]. In a first step, gp130-dependent genes were clustered based on their relative expression patterns across different time-points. Subsequently, a co-expression network was constructed for the group of highly correlated candidate genes (information on how co-expression networks are drawn: see Methods section).

The network analysis revealed that 7 of the 8 candidate genes (highlighted in yellow in Figure 4) are part of a distinct co-expression module. This co-expression module harbors genes involved in different functional aspects of atherogenesis.

**Figure 4:**
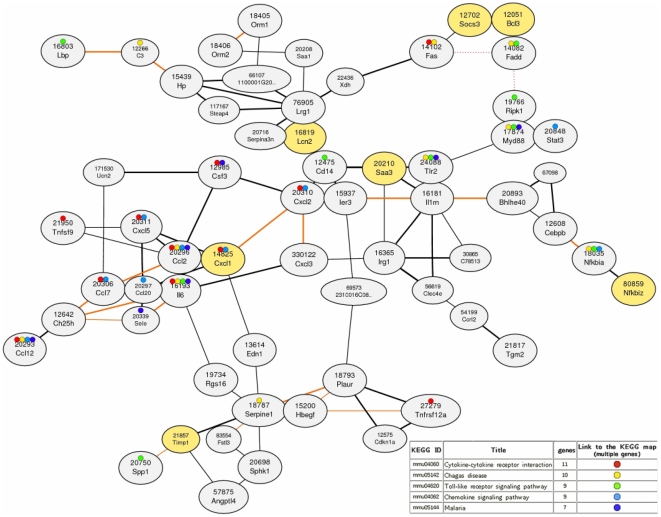
Co-expression network for highly correlated gp130 dependent genes. The co-expression network is drawn based on gene expression correlation patterns (Mutual rank scores) for the 8 candidate genes using the Coxpresdb tool [10]. A bold line indicates a high co-expression between the genes. Orange lines indicate genes co-expressed in mouse and men. Red dotted lines indicate protein-protein interactions.

Several members of the co-expression module are annotated with the KEGG classifications cytokine-cytokine interaction and Toll-like receptor signaling. This is in line with the results from the pathways analysis of overrepresented KEGG pathways for differentially expressed genes. Among these genes are various cytokines (*cxcl1*, *cxcl2*, *Il-6*, *ccl2*) and immune related genes (*cd14*, *myd88*, *nfkbiz*), which play an important role in the pathogenesis of atherosclerosis and as mediators of the inflammatory response. These genes include regulatory factors, such as *myd88*, *Il-6* and *cd14* which are prominent for mediating the innate immune response [11], [12].

## Discussion

Transcriptome profiling revealed 38 gp130 dependent regulated genes in response to IL-6 stimulation in hepatocytes. Within this group of genes group we found a cluster of 8 genes which showed a very specific correlated expression. Recently, an impaired acute phase response in IL-6 deficient mice following IL-6 injection in terms of the APPs haptoglobin, alpha 1-glycoprotein (orosomucoid (ORM2)) and SAA was observed [15]. Thus, the question arises, whether we could not detect haptoglobin or ORM2 to be differentially regulated in our study. Our time course was 0–12 hours, and these APPs were found to be differentially regulated after 24 hours of IL-6 injection. Moreover, in our whole genome microarray approach we also detected ORM2 and haptoglobin to be differential regulated, but both APPs did not reach a significance level of p<0.05. 

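Orm2, which encodes the acute phase protein orosomucoid 2, had lower means in gp130- than in gp130flox hepatocytes, with differences of -3.07, -3.02, -3.68, -3.47 and -3.30 on the log2 scale at 0, 1, 3, 6 and 12 h (standard errors 1.06 to 1.16). None of these differences passed limma's test over all genes (adjusted p = 0.514, 0.427, 0.127, 0.130 and 0.148). Hp, which encodes haptoglobin, the carrier of free hemoglobin, differed by -0.96, -0.99, -1.69, -1.52 and -1.29 (standard errors 0.44 to 0.48) and did not pass either (adjusted p = 0.883, 0.764, 0.0738, 0.101 and 0.206). The other Hp probes, detected on every array, differed more at each time, by -2.30 and -2.29 at 3 h and -1.84 and -1.98 at 12 h. No p-value is given for them here. The SD of Orm2 among gp130- arrays reached 2.53.
Both genes lay far apart between the sets of preparations. Orm2 was higher in preparations 6 to 11 than in preparations 1 to 4 by 3.17, and Hp by 1.29. With the set as a term, Orm2 was lower in gp130- hepatocytes at each time (adjusted p = 0.0142, 0.00748, 0.00198, 0.00469 and 0.00169), and Hp at 3, 6 and 12 h (adjusted p = 6.37e-04, 0.00350 and 0.00614, and 0.169 and 0.0798 at 0 and 1 h). Within preparations 6 to 11, Orm2 differed by -2.28, -2.12, -1.96, -2.22 and -2.44 and passed at each time. With the preparation as a block, Orm2 changed from 0 h in gp130flox hepatocytes by 0.64 at 3 h (adjusted p = 0.148) and Hp by 0.45 (adjusted p = 0.340). The paper reasons that its time course ended before these proteins were found to respond in the cited work.

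**Figure D4:**
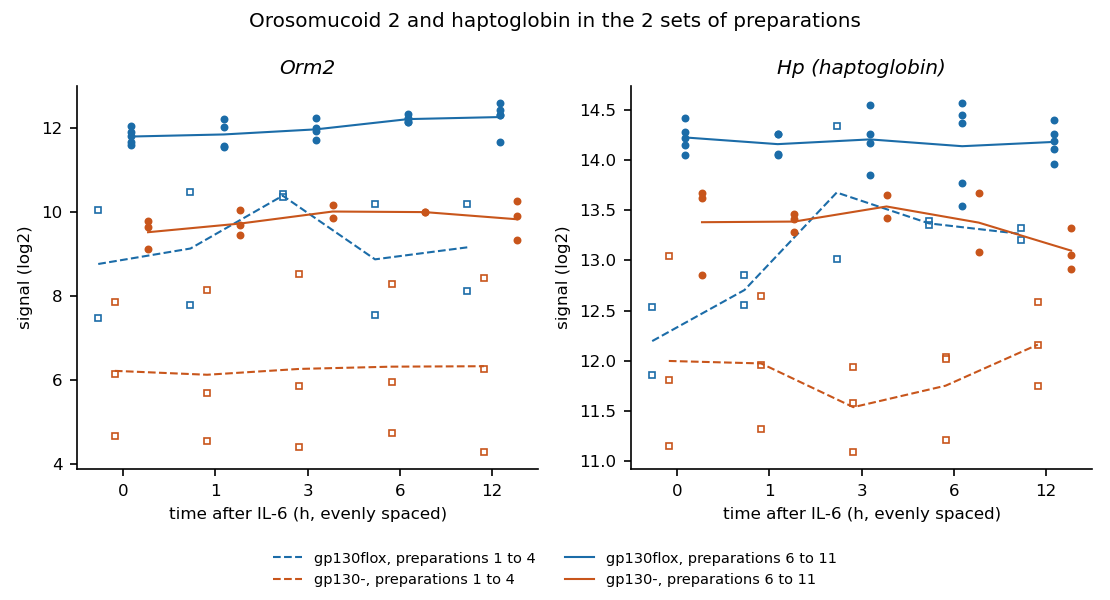
Log2 signal of Orm2 and Hp against time after IL-6, with a point for each array and a line for the mean of each genotype within preparations 1 to 4 (open squares, dashed) or 6 to 11 (filled circles, solid). Within each set the gp130- means lie below the gp130flox means for Orm2, with a difference of -2.28 at 0 h in preparations 6 to 11.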

(ORM2 p = 0.06 after 3 hours and p = 0.09 after 6 hours of IL-6 stimulation, haptoglobin p = 0.05 after 12 hours of IL-6 stimulation). Additionally, Kopf et al used a less parallel technique which might be more sensitive than our microarray approach.

The combination of whole transcriptome profiling and co-expression network analysis revealed that the identified genes are not only highly correlated among themselves, but also involved in the same co-expression module as key mediators and markers of chronic inflammation. Besides well known markers of the acute phase response, such as *Il-6, cxcl1, stat3, saa3 or cd14*, genes involved in coagulation (*plaur*, *serpine1*) the complement system (*hp*, *c3*) and extracellular matrix formation (*timp-1*, *spp1*) are found in the same co-expression module with gp130-dependent genes.

These observations point to a link between different aspects of a joint early inflammatory response after IL-6 stimulation in hepatocytes (0 h–3 h). 

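Of the genes that the paper names in the co-expression module, Saa3, Nfkbiz, Timp1 and Stat3 were lower in gp130- hepatocytes at 3 h. Cd14, which encodes a co-receptor for bacterial lipopolysaccharide, differed by -0.77, -0.68, -1.16, -1.28 and -1.33 at 0, 1, 3, 6 and 12 h and did not pass the test (adjusted p = 0.999, 0.999, 0.488, 0.303 and 0.280). Myd88, which encodes an adaptor of Toll-like receptors, differed by -0.41, -0.45, -0.79, -0.85 and -0.77, and Plaur, which encodes the urokinase receptor, by -0.33, -0.44, -0.45, -0.17 and -0.04, neither past the test. With the set of preparations as a term, Myd88 was lower at 3, 6 and 12 h (adjusted p = 0.00248, 0.00146 and 2.45e-04). Of the 11 module genes tested, 1, 2, 4, 4 and 4 were lower at the 5 times, and 3, 5, 6, 8 and 8 when adjusted over the list alone. Several of them came from these samples, so their direction is not independent evidence. Il6, C3 and Spp1 had no probe that was named and detected on enough arrays, and have no value here.
Targets of NF-kappaB and immediate early genes, which answer a stimulus without new protein synthesis, were lower as groups. Of 29 NF-kappaB targets, 0, 3, 4, 4 and 3 were lower at the 5 times and none was higher (2, 5, 6, 5 and 5 when adjusted over the list alone). Icam1, which encodes an adhesion molecule for leukocytes, was lower from 1 h on (-0.94, -1.19, -1.37 and -1.39), as was Nfkbiz. Camera gave the NF-kappaB targets adjusted p = 0.00152, 4.36e-06, 4.13e-07, 1.00e-06 and 9.14e-05, and with an estimated correlation adjusted p = 0.0995, 0.0110, 0.00454, 0.00620 and 0.0317, so that the call at 0 h was lost. Of 22 immediate early genes, 1, 6, 4, 5 and 4 were lower, and Dusp1, which encodes a phosphatase of MAP kinases, was higher at 6 h (0.80). Adjusted over the list alone, 2, 9, 7, 7 and 5 were lower and 0, 0, 0, 1 and 1 higher. Junb, which encodes a part of the transcription factor AP-1, was lower from 1 h on (-1.52, -1.75, -1.69 and -1.22), and so was Id1, which encodes an inhibitor of transcription factors (-2.15 at 3 h). Their camera test held with an estimated correlation at each time (adjusted p = 0.00495, 6.99e-07, 1.13e-04, 2.90e-04 and 0.00180).
Of 28 coagulation genes, Fga alone was called, lower at 3, 6 and 12 h (-3.61 and -3.61 at 3 and 6 h), and 0, 0, 1, 2 and 1 were lower at the 5 times when adjusted over the list alone. Of 26 complement genes limma called 0, over all genes or over the list alone (3, 1, 3, 3 and 3 lower at an unadjusted p under 0.05 with the fold threshold). Camera placed coagulation lower (adjusted p = 0.00561, 0.00559, 1.24e-04, 8.43e-04 and 0.00203) and complement lower (adjusted p = 0.00118, 0.0267, 0.00107, 0.00363 and 0.00365). With an estimated correlation both calls were lost (adjusted p = 0.613, 0.583, 0.434, 0.545 and 0.654 for coagulation and 0.613, 0.737, 0.606, 0.665 and 0.723 for complement). Both lists lay higher in preparations 6 to 11, by medians of 2.08 and 2.43, a shift that enters the estimated correlation. With the set as a term camera called neither (adjusted p at 3 h 0.0705 and 0.416). The paper proposes a link between parts of a joint early inflammatory response.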

The small set of identified early response genes are likely to share a common role in the same physiological context. This is underlined by the pathway mapping, which revealed a functional link between these genes to activation of the Jak-STAT and cytokine-cytokine receptor KEGG pathways.

The IL-6/gp130 system has been shown to regulate a myriad of genes involved in the early activation of innate immune signaling [16]. A recent study established a link between the complement cascade and the gp130 system via cytokine interactions in macrophages [17]. Furthermore, Sander et. al showed that IL-6, which acts via gp130 is required for modulating the dynamics of the innate immune cell recruitment during acute inflammation [18]. The recruitment of innate immune cells plays a central role in chronic inflammation and in the formation of atherosclerotic plaques. A tight regulation of the innate immune cell activation is necessary to prevent an overflowing immune response which might lead to a chronic inflammatory state.

This interpretation is in line with the identification of a prominent inflammatory marker expressed in liver and adipose tissue. The adipokine LCN2 is central to cell defense, leads to sustained chronic inflammation and protects aging mice from insulin resistance [19],[20].

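Lcn2 was among 18 genes that were called between the genotypes at all 5 times, 13 of them lower and 5 higher in gp130- hepatocytes. Of the others, the lower ones include Saa3, Osmr, Pdzrn3, which encodes a ubiquitin ligase, and Fos, which encodes a part of the transcription factor AP-1. Pdzrn3 differed by -1.81, -1.93, -2.76, -2.94 and -3.16 at 0, 1, 3, 6 and 12 h, and Fos by -1.09, -1.53, -1.39, -1.48 and -1.47 (adjusted p = 0.0485 at 0 h). Tor1aip2, which encodes a protein of the nuclear envelope, differed by -3.40, -3.26, -3.18, -3.17 and -3.36, and Mpg by -1.55, -1.50 and -1.50 at 0, 1 and 12 h. The Tor1aip2 probe was detected on 1, 1, 2, 1 and 2 gp130- arrays at the 5 times, so its differences depend on signals not above background. Another Tor1aip2 probe, detected on every array, differed by only -0.31, -0.44, -0.48, -0.65 and -0.33. A further Tor1aip2 probe differed by -1.88, -1.61, -1.52, -1.64 and -1.55. Over the times gp130- preparation 4 averaged 7.11 for Tor1aip2, not far below the gp130flox preparations (7.76 to 8.39), while the other 5 gp130- preparations lay at 4.33 to 4.39. Mpg was at least 2.82 and 2.84-fold lower at 3 and 6 h, when its probe was detected on no gp130- array. Another Mpg probe, detected on 4 and 3 gp130- arrays then, differed by only -0.26 and -0.43, and a further one was at least 1.75 and 1.41-fold lower. For such a bound, the mean signal of gp130flox arrays was set against the mean of the higher of each gp130- array's own signal and its lowest detected signal. The higher ones are Tmem254a, Paip1, Fam20b, Snrnp25 and Nr1h4, with means over the 5 times of 1.60, 1.47, 1.32, 1.03 and 1.07. Paip1 encodes a regulator of translation, Fam20b a kinase that phosphorylates xylose in proteoglycans, and Snrnp25 a protein of the minor spliceosome. Of the 18 genes, 9 are in Table S1. The other 9, among them Nr1h4, were chosen here after their values were seen where the naming rule does not cover them.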

LCN2 was the only differentially regulated transcript measured in every time point which also showed significantly lower levels for soluble proteins. The functional role of this gene in the process of atherosclerosis remains enigmatic. However, several studies have shown a range of protective effects of LCN2. These include various environmental perturbations such as chronic inflammation, insulin resistance and thermal stresses [21], [22]. Of interest, the study of Hemdahl et al. [23] shows that LCN2 is increased in atherosclerosis and after myocardial infarction and colocalize with MMP-9 in atherosclerotic lesions with high-proteolytic activity, suggesting a modulating role for LCN2 in atherosclerosis. Further studies are needed to investigate the role of LCN2 in atherosclerosis in detail.

Taken together, these results suggest that multiple functional innate immune related factors can strongly affect gene expression in a gp130-dependent model of atherosclerosis. It seems likely that a combination of these co-regulated factors is involved in the complex interplay between the innate immune response and chronic inflammation observed in this model. The small cluster of 8 genes is associated with different regulatory parts of the early innate immune response. Dysregulation between these immune signaling pathways in the liver might have crucial effects on promoting atherosclerotic plaque formation via the recruitment of immune cells. These observations are in line with a recent study on hepatic acute-phase proteins in the gp130 model, promoting a close relationship between hepatocytes and the activation of innate immune cells [9].

In order to decipher this complex interplay between different cellular immune signaling pathways, we need to further elucidate phenotypic diversity caused by variations in the innate immune response. Targeting gp130-dependent immune cell recruitment might help to unravel the process of atherosclerotic plaque formation. Furthermore, the functional role of LCN2 might give important insights in the interplay between different chronic inflammatory phenotypes.

## Methods

### Mice

Mice lacking the gp130 gene in the liver on an atherosclerosis-prone background were generated as described previously [24]. In brief, albumin promoter–controlled expression of the Cre recombinase (*alb-cre^tg^*) ensured a hepatocyte-specific deletion of the floxed gp130 gene (*gp130flox/flox*). The resulting genotype, *alb-cre^tg^; gp130^flox/flo^* ^x^ is simplified by gp130–.Littermates with a floxed gp130 gene (*gp130^flox/flo^* ^x^) served as controls (simplified by gp130 flox).

To obtain mice susceptible for atherosclerosis, these mice were crossed with the atherosclerosis-prone apolipoprotein E (apoE)-mice (simplified by gp130–/apoE–). Animals were backcrossed on a C57BL/6 genetic background and housed in the animal facility at the Hannover Medical School during experiments. All of the experiments were approved by the governmental animal ethics committee and performed according to the guidelines of the Federation of European Animal Science Associations (03/683 and §4/39).

### Cell culture

Hepatocytes from gp130– and gp130flox mice were isolated as described previously [24]. Briefly, 10^6^ cells were cultured on collagen-coated 6 cm cell culture dishes (Nunc, Wiesbaden, Germany) in DMEM (Invitrogen, Carlsbad, CA) containing 4.5 g/L glucose supplemented with 10% FCS and penicillin/streptomycin for 24 hours. Cells were starved overnight and stimulated with 200 ng/mL IL-6 for 0–24 hours under serum-free conditions. Cell culture supernatants were collected and stored at −20°C.

### ELISA

Concentrations of IL-6 dependent released factors within the supernatant of hepatocytes were measured by ELISA (CXCL-1, LCN2 and TIMP-1, R&D-Systems, IL-24 and HAMP, Hölzel Diagnostik). In brief, supernatants of the hepatocytes were diluted (1∶10 for CXCL1-, LCS-2- and HAMP ELISA, 1∶5 for TIMP-1) or remain undiluted (IL-24), plasma samples from gp130–/apoE–mice and apoE–mice fed with a cholesterol rich diet were diluted (1∶100 for CXCL1-, LCN-2- and HAMP ELISA, 1∶10 for TIMP-1, and 1∶2 for IL-24 ELISA).

### Microarray data analysis and real-time PCR

Hepatocytes RNA samples from at least 5 experimental groups per time point were used for microarray analysis. RNA samples were prepared and hybridized on Illumina Mouse genome WG6V2 arrays. Gene expression levels were calculated using GenomeStudio version 1.6.0 software (Illumina). Array data were fit to a cubic spline normalization model in GenomeStudio, and the expressed gene targets were identified using a detection level ≥0.95. Differentially expressed genes were identified using the Illumina custom error model. Genes with a corrected p-value similar or <0.05 and/or fold change >1.5 or less than −1.5 were considered significantly regulated for each timepoint. Fold changes of selected genes were visualized in a heat map diagram. All data are MIAME compliant; Microarray data have been deposited in the Gene Expression Omnibus under accession no. GSE25278.

Gene expression was validated by real time PCR. Total RNA was isolated using TriFast-Reagent (peqLAB), and reverse transcribed (Superscript reverse transcriptase; Invitrogen) with oligo(dT) primers. Real time PCRs were performed in triplicates in a total volume of 25 µl using brilliant SYBR green PCR master mixture (Stratagene) on a 7300 Real-Time-PCR System (Applied Biosystems) in 96-well PCR plates (Applied Biosystems). An initial denaturation step at 95°C for 10 min was followed by 40 PCR cycles, each cycle consisting of 95°C for 15 sec, 60°C for 1 min, and 72°C for 1 min, and SYBR Green fluorescence emission was monitored after each cycle. For normalization, expression of GAPDH was determined in parallel as an endogenous control. Relative gene expression was calculated using the 2-delta delta CT method. Primer sequences for each gene are given in table 2.

**Table 2:** Primer sequences for real-time PCR.

Pimer	Sequence 5′ – 3′
SAA3 sense	ATG CTC GGG GGG AAC TAT GAT
SAA3 antisense	GAG TCC TCT GCT CCA TGT CC
HAMP sense	GAG CAG CAC CAC CTA TCT CC
HAMP antIsense	CAA TGT CTG CCC TGC TTT CT
SOCS-3 sense	GAG ATT TCG CTT CGG GAC TA
SOCS-3 antisense	AAC TTG CTG TGG GTG ACC AT
LCN2 sense	CCA GTT CGC CAT GGT ATT TT
LCN2 antisense	TCC TTC AGT TCA GGG GAC AG
TIMP1 sense	GAC CTA TAG TGC TGG CTG TGG
TIMP1 antisense	GTA GTC CTC AGA GCC CAC GA
CXCL1 sense	TGA AGC TCC CTT GGT TCA GA
CXCL1 antisense	AGG TGC CAT CAG AGC AGT CT
BCL3 sense	CAG TCG TCT CAG CTC CAA TG
BCL3 antisense	TGG GAA GGA AAA AGT TTT GG
NFΚBiz sense	CGC CCT CCA TGT TGC TGC CA
NFΚBiz antisense	TCT CCC ACT GGG CCA TCG GG

SAA3: Serum amyloid A3; HAMP: Hepcidin; SOCS3: supressor of cytokine signaling 3; CISH: cytokine inducible SH2 protein; LCN2: Lipocalin 2; TIMP1: Tissue inhibitor of metalloproteinase 1; CXCL1: Chemokine (C-X-C motif) ligand 1, BCL3: B-cell lymphoma 3-encoded protein, NFKBiz: nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta.

### KEGG-Pathway Mapping

Genes differentially expressed, as derived from pair-wise gene-level comparison between time points, were selected for exploring which KEGG pathways were over-represented in this collection of genes. These included both up-and down-regulated genes. Hypergeometric testing was performed on this collection of genes to discover the over-represented KEGG pathways. This procedure used Fisher's exact test to find association between interesting genes (differentially expressed between time points) and membership to a KEGG pathway.

### Data on co-expression networks

Data on gene co-expression was obtained from the COXPRESdb, a expression database for mammals (www.coxpresdb.hgc.jp) [10]. The database contains a set of 2226 mice samples from 154 experiments. All samples were selected from Affymetrix Mouse Genome 430 2.0 Arrays and derived from NCBI's Gene Expression Omnibus (GEO) database (www.ncbi/nlm.nih.gov/geo). The robust-multi-array average (RMA) method was used for the normalization procedure of the raw expression data.

Pearson's correlation coefficients were computed to measure probe to probe expression patterns similarity for all possible gene pairs. The co-expression networks are drawn based on mutual rank information for the seven candidate genes. Dotted lines indicate protein-protein interactions derived from the HPRD database (www.hprd.org).

### Statistical analysis

Data are presented as mean±SEM of at least 5–8 independent experiments. For comparisons between three or more groups we used 2-way ANOVA followed by the Holm-Sidak method for multiple pair-wise comparisons. Differences were considered statistically significant at a value of P<0.05.

## Supporting Information

Table S1 **Transcriptome-wide analysis of 26,766 genes by microarray time-course analysis of isolated hepatocytes derived from gp130-mice and gp130flox used as contols.** Transcriptome profiling revealed a small number of 38 genes that are differentially expressed with a p-value of <0.05 and >1.5 fold after IL-6 stimulation in at least one of the five time points. N = 5 mice per genotype.

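Every gene of Table S1 that could be tested here had its listed direction, lower in gp130- hepatocytes. The paper lists 38 gene names with 92 entries of a gene at a time, and 31 of the names could be tested here, with 73 entries. Of these, 9, 16, 23, 26 and 29 genes of the 31 were lower at 0, 1, 3, 6 and 12 h, whether or not listed at that time, and 21, 26, 30, 30 and 31 when adjusted over the list alone. The study chose them on these samples, so this is not independent evidence. Of the 73 entries, 70 were called and 73 had the listed direction. Rasl12, which encodes a small GTPase of the Ras family, was at least 2.65-fold lower at 12 h, since it was detected on no gp130- array of that time. Gcnt2, a gene outside Table S1 that encodes an enzyme that branches glycan chains, was lower at 3 h (-1.74, adjusted p = 5.52e-11). Sh3pxd2b, which encodes a scaffold of invasive cell protrusions, differed by -1.59, -1.59, -2.13, -2.14 and -2.35 at the 5 times. The paper gives 5 mice per genotype for Table S1, and each group here holds 5 to 7 arrays.

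**Figure D5:**
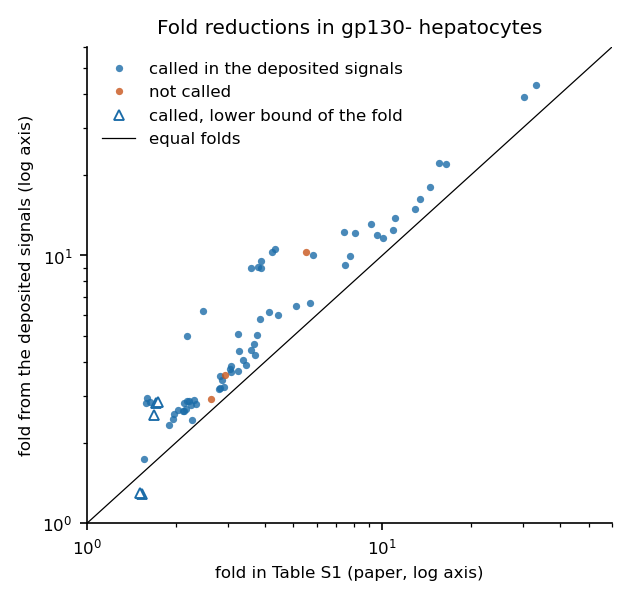
Fold reduction in gp130- hepatocytes from the deposited signals against the fold that Table S1 of the paper lists, on log axes, with a point for each of 73 gene and time entries and a line where both folds are equal. Colors part the 70 entries called here from the 3 not called, and triangles mark 5 called entries with a lower bound of the fold.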

(DOC)

# Supplementary material for: Gp130-Dependent Release of Acute Phase Proteins Is Linked to the Activation of Innate Immune Signaling Pathways
**Source:** PLoS One. 2011 May 4;6(5):e19427. doi: 10.1371/journal.pone.0019427
**Supplement:** Table S1 — Transcriptome-wide analysis of 26,766 genes by microarray time-course analysis of isolated hepatocytes derived from gp130-mice and gp130flox used as contols. Transcriptome profiling revealed a small number of 38 genes that are differentially expressed with a p-value of <0.05 and >1.5 fold after IL-6 stimulation in at least one of the five time points. N = 5 mice per genotype.

Table S1. Transcriptome-wide analysis of 26,766 genes by microarray time-course analysis of isolated hepatocytes derived from gp130-mice and gp130flox used as contols

How the deposited data were processed for this re-analysis (not part of the article)

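Hepatocytes of gp130- and gp130flox mice were measured on Illumina MouseWG-6 v2 arrays at 0, 1, 3, 6 and 12 h after 200 ng/mL IL-6. The 61 arrays fall into 10 groups of 5 to 7. The authors extracted the signal intensities with GenomeStudio 1.6.0 and deposited them for 45281 probes without normalization, on a linear scale. A detection p-value for each probe and array was deposited beside them, which the authors' GenomeStudio computed against the negative control beads. The authors also deposited a table of intensity values after cubic spline normalization, with array medians between 39.56 and 39.57, which served as an alternative. Neither table holds log2 values as deposited, and log2 values were computed here.

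With limma 3.58.1 in R 4.3.3, neqc corrected the signals for background, with the negative controls inferred from the detection p-values, added an offset of 16, quantile-normalized the arrays and took log2. Of the probes, 34885 carried 1 gene, 18 carried several and 10378 none, and the latter 2 kinds were left out. Through Entrez identifiers 34807 probes were matched to current gene symbols, with 0 symbols changed. The filter kept 23163 probes with a detection p under 0.05 on at least 5 arrays. For each of 12157 genes, out of 19057 on the array, the probe with the highest mean was tested, and 4833 genes had more than 1 probe past the filter. Each array detected 15257 to 19256 probes, and signals near the background bound the folds that can be measured. For a group with the tested probe detected on no array, a lower bound of the fold is given where one can be had. The deposited columns were checked for copies: 0 pairs of arrays were identical, the highest correlation within a group was 0.9929, and 0 columns stayed unassigned. The columns of signals name a genotype, a time and a number, but not the sample titles, so an array is known by its group and number only.

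A linear model with 10 group means was fitted to all arrays with lmFit and eBayes. It gave 5 comparisons between genotypes, 4 between a time after IL-6 and 0 h within each genotype, and the differences of the latter. No array after 0 h went without IL-6, so a change from 0 h may include an effect of time in culture. A gene was called at an adjusted p under 0.05 and a fold over 1.5, and over several times by limma's F-test. Standard errors are limma's moderated ones. Arrays of 1 genotype and number make a preparation, of which there are 7 gp130flox and 6 gp130-. Within groups of genotype and number the gene profiles after removal of group means correlated with a median of 0.856 over 114 pairs (lowest 0.276), and 43 of 61 arrays were closest to an array of their own number. The number was therefore used as a block for the IL-6 comparisons, fixed or random. This block and all fits that use the sets of preparations 1 to 4 (25 arrays, 5 preparations) and 6 to 11 (36 arrays, 8 preparations) were chosen after seeing the data.

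Of 33 lists of genes, 30 had at least 5 tested members. They cover STAT3 targets, positive and negative acute phase genes, Jak-STAT signaling, cytokines and receptors, chemokines, extracellular matrix, coagulation, complement, NF-kappaB targets, immediate early genes, interferon response, hepatocyte identity, cytochromes P450, fatty acid oxidation, lipid synthesis, gluconeogenesis, ribosomal proteins, heat shock, endoplasmic reticulum stress, cell cycle, stress of cell isolation, markers of cholangiocytes, endothelial, Kupffer and stellate cells, and the genes that the paper names. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with adjustment over the lists. The estimated correlation came from the fit of group means alone, and so includes shifts shared by list members between the sets of preparations. Over-representation was tested with Fisher's exact test against all tested genes. Il6st and the 8 cluster genes had exact permutation tests. Coherence of the 8 cluster genes was compared with 10000 random sets. The genes named in the text are those the paper names, the 10 called genes with the largest differences in each direction and comparison, and up to 4 called members of a list. Other genes were named after their values were seen: those called at all 5 times, those that part the sets of preparations, and 4 interferon-type genes.

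The alternatives were the authors' value table with values below 16 set to 16, quantile normalization without background correction, an offset of 50, no detection filter, every probe, array weights, only the groups compared, other thresholds, blocks, and leaving out each array. On simulated changes in 200 of 12157 genes, the comparison of genotypes at 12 h recovered 71 percent of 2-fold and 94 percent of 4-fold changes with 8 false calls. The IL-6 comparison at 3 h recovered 73 and 92 percent with 0 false calls, and 88 and 100 percent with 6 false calls when the preparation was a fixed block. These percentages depend on the random draw of genes, and another draw gave a lower recovery of 2-fold changes in the IL-6 comparison without the block. The simulated preparation effects were drawn independently for each gene, with no difference shared between the sets of preparations. The real arrays hold such a difference, so these rates need not hold for them. The authors' error model of GenomeStudio was not repeated, and the RT-qPCR, protein and co-expression data of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.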

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

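All tests of explanations and splits in this part were written after the results were seen, but not the test for arrays that stand apart. A single array lay far from the others of its group for these log2 signals, each given beside the mean of the others. In gp130flox hepatocytes, preparation 2 stood apart in Saa3 at 6 h (8.73 against 11.60) and at 12 h (8.93 against 12.17), in Hamp at 12 h (10.58 against 12.38), in Cxcl1 at 0 h (10.48 against 12.43), 3 h (11.27 against 12.83) and 12 h (11.05 against 12.81), and in Timp1 at 0 h (8.68 against 7.34). Preparation 1 did so in Lcn2 at 3 h (14.50 against 13.66), Timp1 at 1 h (7.62 against 9.10) and 6 h (7.96 against 9.67), and Socs3 at 6 h (7.67 against 9.98). In gp130- hepatocytes, Lcn2 of preparation 4 at 3 h (11.23 against 9.41), Hamp of preparation 3 at 12 h (7.28 against 9.81) and Socs3 of preparation 9 at 3 h (7.47 against 5.87) stood apart. This makes 14 of 90 groups tested, where chance gives about 1 in 20, and 13 of the 14 arrays belong to preparations 1 to 4.

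Gene levels also part preparations 1 to 4 from preparations 6 to 11: 290 genes were over 4-fold higher in preparations 6 to 11 and 175 in preparations 1 to 4. A change of brightness or scanner setting would move genes in 1 direction and be removed by quantile normalization, and the 175 genes that stayed over 4-fold apart in the less frequent direction argue against it. Dilution of hepatocytes by other cells would lower hepatocyte genes alike and raise the markers of the other cells, but over 16 hepatocyte genes the interquartile range of the log2 difference was 3.04, and while Krt19 and Vim were lower in preparations 6 to 11 (-4.12 and -2.47), 13 of 15 Kupffer and 10 of 14 endothelial markers were higher there, as were 16 of 24 hepatocyte genes. The sex of the mice does not account for most of it, since 83.1 percent of the 2141 genes over 2-fold apart stayed so without the 2 preparations with Xist signal. Both are gp130- preparations, so sex is partly mixed with genotype. Without them 62 of the 73 tested entries of Table S1 were called, against 70 with all arrays. For the difference between the sets, a rise of cells with Krt19 and Vim, and culture, isolation and laboratory conditions, stay open and were not tested.

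The answer to IL-6 differed between the genotypes in 59 genes with the preparation as a block, a difference between groups that the paper does not test. Among 100 splits of the preparations, the real one included, the highest of the others gave 22, which makes chance unlikely but does not exclude it. Without the block 0 genes differed in their response, and 2 with the set as a term. The 59 therefore depend on a block chosen after seeing the data.

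A rise of interferon-type genes at 3 h in 4 preparations is a signal in genes that the paper does not discuss: in gp130- hepatocytes with the preparation as a block, Irgm2, Igtp and Tgtp1, which encode GTPases of cell defense, and Irf1, an interferon-induced transcription factor, changed by 1.47, 1.39, 1.32 and 1.22 (adjusted p = 0.0238, 0.0326, 0.0356 and 0.0238). The mean of the 4 genes was 1.57, 1.97 and 2.96 in gp130- preparations 2, 3 and 4, 0.31 and 0.04 in gp130- preparations 6 and 9, and 2.01 in gp130flox preparation 2, but -0.39 in gp130flox preparation 1. The 3 h array of gp130flox preparation 1 was unlike its 0 h array in other genes too, with Apoa1 at 10.18 against 6.80 and Anln at 8.87 against 10.36. Signaling through gp130 would raise them in gp130flox hepatocytes too, where the median over 6 preparations was 0.025. But 4 of these 6 belong to preparations 6 to 11, where gp130- preparations did not rise by over 1 either, so the median decides nothing about gp130. With 1 aberrant culture a single preparation would rise, and 4 rose by over 1. A difference of handling or of the IL-6 between the sets of preparations stays open, as does signaling through gp130. Between the genotypes the changes differed by 1.19, 1.19, 1.05 and 0.85, which did not pass the test (adjusted p = 0.213, 0.217, 0.297 and 0.336).

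Outside Table S1, 9 genes were called between the genotypes at all 5 times, a signal in genes that the paper does not discuss. Among all 18 such genes, the neighbors on GRCm38.p6 include Tor1aip2 and Fam20b, 2 tested genes apart, and Snrnp25, Mpg and Sh3pxd2b, within 5 tested genes, which makes 4 pairs, although gp130- preparation 4 averaged 7.11 for Tor1aip2, not far below the gp130flox preparations. Chance neighbors are argued against, since 0.03 percent of 10000 random sets held as many pairs. A faulty probe for Tor1aip2 and Mpg cannot be told apart, because 2 of their 4 other detected probes were over 1.5-fold lower at 0 h (-1.88 for Tor1aip2 and at least 1.56-fold for Mpg), while the other 2, detected on all arrays of that time, differed by -0.31 and -0.23, and nor can it for Fam20b and Snrnp25, because 0 second probes were detected on 5 or more arrays at 0 h. The 18 genes were chosen for a difference at each time, 0 h included, so a difference before IL-6 is no test of a response to it. Tor1aip2, Fam20b, Snrnp25 and Mpg each differed by at least 1.15 at 0 h (Snrnp25, standard error 0.19), so these differences did not need the added IL-6. A strain difference near these genes was not tested.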

How the results depend on the processing

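Alternatives with the preparation, its set or the Xist signal, and the blocks of the labels, were chosen after the results were seen. Between the genotypes 23, 57, 114, 142 and 116 genes were called at 0, 1, 3, 6 and 12 h, 209 at any time, and for IL-6 in gp130flox hepatocytes 3, 10, 5 and 9 at 1, 3, 6 and 12 h, and 9 in the joint test over these times. Values below keep these orders. The number of arrays, the signal over background and the unknown meaning of the numbers limit them. The planned block by label numbers could not be made on the signals, whose columns carry no label number, and no chip is named, so the block by chip was not run. Where counts moved, the cause was not tested, except where fewer arrays or another threshold entered.

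Adjusted p without the fold threshold, the authors' value table, every probe and no detection filter kept each count within 1.5 times. So did quantile normalization without background correction, except that 1 gene differed in its IL-6 response, against 0. With offset 50, 139 genes differed between the genotypes at any time, 15 changed with IL-6 in the joint test and 1 differed in its response. With array weights the counts were 224, 2295, 3024, 2686, 1512 and 3913 between the genotypes and 17, 29, 35, 65 and 86 for IL-6, 1 gene changed in gp130- hepatocytes and 3 differed in their response. With unadjusted p they were 175, 247, 441, 515, 404 and 826 between the genotypes and 24, 71, 65, 63 and 77 for IL-6, 3 in gp130- hepatocytes and 43 for the difference in response. With only the groups compared they were 10, 20, 25, 45, 45 and 71 between the genotypes and 1, 5, 6, 7 and 14 for IL-6.

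With the preparation as a fixed replicate block, 31, 92, 90, 104 and 163 genes changed with IL-6 and 59 differed in their response. With it as a random replicate block the counts were 34, 98, 194, 190, 161 and 292 between the genotypes and 28, 74, 66, 76 and 116 for IL-6, and 28 for the difference in response. On the authors' value table, a replicate block of the label numbers gave 24, 72, 115, 129, 121 and 202 between the genotypes and 5, 16, 12, 12 and 20 for IL-6, and 1 for the difference in response. As a random block it gave 18, 55, 92, 119, 103 and 172 between the genotypes and 5, 17, 13, 14 and 23 for IL-6, and 2 for the difference. The label numbers do not pair the arrays, since 32 of 116 pairs within a genotype and 45 of 140 between genotypes correlated under 0.1.

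With the set of preparations as a term the counts were 132, 266, 530, 618, 455 and 929 between the genotypes and 13, 40, 25, 26 and 54 for IL-6, and 2 for the difference in response. With the set and a random replicate block they were 221, 385, 670, 720, 539 and 1086 between the genotypes and 25, 81, 74, 85 and 136 for IL-6, and 30. Within preparations 1 to 4 they were 27, 42, 260, 82, 73 and 299 between the genotypes and 0, 12, 0, 0 and 4 for IL-6, and within preparations 6 to 11 411, 623, 911, 1170, 1005 and 1867 between the genotypes and 20, 34, 74, 113 and 115 for IL-6, with 21 for the difference in response. Without the preparations with Xist signal they were 49, 95, 151, 205, 205 and 349 between the genotypes and 3, 10, 6, 11 and 15 for IL-6. Within preparations 1 to 4, Saa2 at 12 h reversed to 0.16, from 2 and 3 preparations. Of the gene lists 72 of 150 tests were called, and 44 with an estimated correlation. The over-representation of cytokine and receptor genes at 1 h passed Fisher's exact test with the set as a term (p = 1.49e-04). The share of random sets as coherent as the 8 genes stayed over 0.05 in each setting, but the sets came from Table S1 genes, chosen on these samples.

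Leaving out 1 array gave 12 to 21, 36 to 65, 89 to 128, 99 to 162 and 77 to 140 genes between the genotypes, 184 to 231 at any time, 2 to 4, 7 to 12, 5 to 9 and 2 to 12 for IL-6, 6 to 16 in the joint test, 0 to 0 in gp130- hepatocytes and 0 to 1 for the difference in response. The count at 0 h fell to 15 without gp130flox preparation 8, 12 without 9, 15 without gp130- preparation 2 and 12 without 6. The count at 1 h fell to 36 without gp130flox preparation 9, and that at 12 h to 77 without gp130flox preparation 10. For IL-6 at 12 h it was 4 without gp130flox preparation 8 at 0 h, and 5, 3, 2 and 5 without preparations 7, 9, 10 and 11 at 12 h. Without gp130flox preparation 1 at 6 h it was 9 at 6 h and 16 in the joint test, and without preparation 2 at 12 h 14 in the joint test. The difference in response reached 1 without gp130flox preparation 1 at 1, 6 or 12 h, or preparation 2 at 12 h.

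Of 202 results of 71 named genes, those on the same side of the threshold were 195 with the authors' value table, 192 with the set as a term, 189 with the random block, 188 with array weights, 186 with offset 50, 176 within preparations 6 to 11, 158 without the Xist preparations, 113 with only the groups compared and 81 within preparations 1 to 4.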

Differences from the paper's values

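Tests within preparations 1 to 4 or 6 to 11, with the set as a term, with a block or without the Xist preparations were chosen after seeing the values. At the paper's thresholds of an adjusted p under 0.05 and a fold over 1.5, 209 genes were called at any time, against the paper's 38. At 0, 1, 3, 6 and 12 h they were 23, 57, 114, 142 and 116, against the paper's 7, 10, 16, 28 and 31 entries of Table S1. Of the alternatives set before the data were examined, only the groups compared came within 1.5 times of the paper, at 0 h with 10 and at 12 h with 45. The authors' value table, quantile normalization, offset 50, no detection filter, every probe, array weights, adjusted p alone and unadjusted p with the fold did not come within 1.5 times at any time.

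Of 73 folds between the genotypes, 18 lay over 1.5 times from Table S1. Of these 15 count as different, since they were also off by more than the SD of the replicates, or some arrays of a group were not above background and inflate that SD. Below, an alternative that came near is one that did not differ by this rule. For Tor1aip2 the folds were 10.6 against the paper's 4.33 at 0 h, 9.56 against the paper's 3.88 at 1 h, 9.09 against the paper's 3.80 at 3 h, 8.97 against the paper's 3.89 at 6 h and 10.3 against the paper's 4.23 at 12 h. Its probe was detected on 1, 1, 2, 1 and 2 gp130- arrays at the 5 times, and that of Mpg on 1, 1 and 2 at 0, 1 and 12 h, so these folds depend on the signals given to arrays not above background. The other probes of Tor1aip2 and Mpg gave smaller differences or bounds. Quantile normalization and offset 50 came near (6.03 and 5.02; 5.62 and 4.51; 5.36 and 4.49; 5.26 and 4.44; 5.95 and 5.01 in the order of the times), and the authors' value table, no detection filter and array weights did not. For Mpg they were 2.93 against the paper's 1.60 at 0 h, 2.82 against the paper's 1.59 at 1 h and 2.83 against the paper's 1.64 at 12 h, and at least 2.82 against the paper's 1.72 at 3 h and at least 2.84 against the paper's 1.75 at 6 h. The authors' value table, quantile normalization and offset 50 came near (2.19, 1.95 and 1.76; 2.14, 1.92 and 1.72; 2.15, 1.93 and 1.73 at 0, 1 and 12 h), also at 3 and 6 h, and the other 2 did not. For Rasl12 at 6 h the fold was at least 2.54 against the paper's 1.68, to which the same 3 came near and the other 2 did not. For Sh3pxd2b at 12 h it was 5.08 against the paper's 3.26, where these 3 and array weights came near (3.76, 3.51, 3.16 and 3.49) and no detection filter did not. For Pdzrn3 at 12 h it was 8.96 against the paper's 3.59, and for Osmr 6.20 against the paper's 2.47 at 6 h and 5.00 against the paper's 2.19 at 12 h. Offset 50 came near (5.14 for Pdzrn3, 3.48 and 3.00 for Osmr), and the other 4 alternatives did not. Within preparations 1 to 4, chosen after seeing the values, the fold was 5.45 for Tor1aip2 at 3 h, 2.69 for Sh3pxd2b at 12 h and 3.45 for Pdzrn3 at 12 h, and that of Rasl12 at 6 h came near too, but this setting drops 39 of the 73 entries that the paper calls.

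The paper calls 3 of the 73 entries that were not called here. Serpina7 at 6 h had adjusted p = 0.0558 and was called with the authors' value table (0.0400), quantile normalization (0.0327), offset 50 (0.0310) and array weights (6.20e-06). Vnn3 at 12 h had adjusted p = 0.0929 and was called with array weights (4.83e-04) and with only the groups compared (0.0238). Cxcl1 at 12 h had adjusted p = 0.140 and was called with array weights (4.27e-04). Settings chosen after seeing the values also called them: the set as a term (0.00592, 0.0357 and 0.0105), that term with a random block (5.20e-05, 0.0140 and 1.77e-04), and preparations 6 to 11 alone (2.85e-04, 1.64e-05 and 2.27e-06), while the random block called Serpina7 (3.54e-04) and Cxcl1 (0.00171). They drop 0, 0, 1 and 1 of the 73 entries. Without the preparations with Xist signal none of the 3 was called, and the folds of Serpina7, Vnn3 and Cxcl1 were 4.02, 2.58 and 2.01, against 10.3, 2.90 and 3.59 with all arrays.

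Adjusted p of Orm2 at 3 h was 0.127 against the paper's 0.06, and of Hp at 12 h 0.206 against the paper's 0.05. Neither the authors' value table, quantile normalization, offset 50, no detection filter, every probe, array weights nor only the groups compared came within 1.5 times of either. The Hp value is that of its brightest probe, which differed by -1.29 at 12 h, while the other Hp probes differed by -1.84 and -1.98. The over-representation of cytokine and receptor genes had p = 0.00150 at 3 h against the paper's 0.0065, and 0.00859 at 12 h against the paper's 7e-05. That of Jak-STAT genes had p = 8.62e-09 at 3 h against the paper's 1e-05, and 2.01e-05 at 12 h against the paper's 1e-05. Neither adjusted p without the fold threshold nor the authors' value table came within 1.5 times of any of these 4, and the gene lists are not the paper's.

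The paper puts Lcn2 foremost among the genes that IL-6 activates. Its array folds compare the genotypes at each time, and real-time PCR followed. Against 0 h in gp130flox hepatocytes, with the preparation as a block, Socs3 changed most of the 8 cluster genes (3.30 at 1 h), and Lcn2 reached 0.66. Lcn2 was already bright at 0 h, and the range of the arrays may bound its rise, which was not tested. These comparisons are unlike and do not decide the paper's ranking. The paper places Lcn2 before all other genes in statistical strength across the times, while Mpg at 0 h and Osmr at 1, 3 and 6 h had smaller adjusted p without a block, and Lcn2 came foremost at 12 h (6.07e-16). The Mpg probe was detected on 1 gp130- array at 0 h, so its rank depends on signals not above background. Another Mpg probe, detected on every array at 0 h, differed by only -0.23 then. With the preparation as a random block, chosen after seeing the values, Lcn2 came foremost at each time (adjusted p = 1.35e-15, 7.91e-16, 1.69e-17, 1.02e-17 and 9.11e-19), and this setting drops 1 of the 73 entries. In 3 other fits chosen after seeing the values it did not at each time: Mpg came first at each time with the set as a term, Saa1 at 0, 1, 3 and 6 h within preparations 6 to 11, and within preparations 1 to 4 Lcn2 ranked 37, 36, 33, 41 and 34. The paper counts Cxcl1 among the gp130-dependent genes, and limma's fit of the group means alone called it at no time (lowest adjusted p 0.0648 at 6 h), but it was called at 1, 3, 6 and 12 h with the set as a term and at all 5 times with the random block. Its exact permutation tests gave p between 0.00524 and 0.0173.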

Other observations

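Genes of fatty acid oxidation and of hepatocyte identity lay higher in gp130- hepatocytes in some tests. In this part, the splits, the tests of the sets of preparations and the fits that use them were chosen after the results were seen. Of 19 genes of fatty acid oxidation limma called 0 (0, 0, 1, 1 and 2 higher at an unadjusted p under 0.05 with the fold threshold), and camera placed them higher at 0, 1, 6 and 12 h (adjusted p = 0.0171, 0.00136, 0.00553 and 0.00122), with an estimated correlation at 12 h alone (adjusted p = 0.0481). With the set as a term 1, 4, 5, 5 and 4 were higher at the 5 times, and camera called the list at 3 h too (adjusted p = 2.38e-05). Of 24 hepatocyte identity genes, Nr1h4 alone was higher at each time, and camera placed them higher at 1 h (adjusted p = 0.0274, and 0.512 with an estimated correlation). At 3 h their median was 0.10 and their mean -0.03. With the set as a term 3, 4, 5, 9 and 5 of them were higher, and camera called them at each time (adjusted p = 3.82e-06, 3.01e-07, 7.04e-05, 1.45e-07 and 4.93e-06). Of 30 cytochromes P450 limma called 0 (0, 0, 0, 0 and 1 higher at an unadjusted p under 0.05 with the fold threshold), and camera did not call their list, but with the set as a term 1, 6, 4, 7 and 4 were higher and camera called it (adjusted p = 4.30e-04, 2.84e-09, 3.67e-04, 6.81e-08 and 4.89e-07). Both lists and the negative acute phase genes lay higher in preparations 6 to 11, by medians of 1.39, 3.30 and 2.78, and the cell cycle genes differed by -2.60.

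Genes of lipid synthesis, the interferon response and ribosomal proteins were placed lower by camera at some times. For 26 lipid synthesis genes this held at 0, 3 and 12 h (adjusted p = 0.00561, 0.0118 and 0.00110, and 0.152, 0.205 and 0.0636 with an estimated correlation). Of 25 interferon genes limma called 0 (0, 2, 0, 1 and 1 lower at an unadjusted p under 0.05 with the fold threshold), and it held for the list at 0 and 1 h (adjusted p = 0.00121 and 0.00279, and 0.613 and 0.594). For 34 ribosomal protein genes it held at 1 h (adjusted p = 0.0274, and 0.512). With the set as a term only lipid synthesis at 12 h kept its call (adjusted p = 0.0346) among these, and interferon genes were higher at 3 h (0.00681). At 12 h camera gave no call for negative acute phase genes (adjusted p = 0.181), gluconeogenesis (0.623), heat shock (0.469), endoplasmic reticulum stress (0.862), cell cycle (0.841), stress of cell isolation (0.769), and markers of cholangiocytes (0.976), endothelial cells (0.181), Kupffer cells (0.0511) and stellate cells (0.976), nor did it at the other times. With the set as a term camera called gluconeogenesis higher (adjusted p = 0.0440, 3.72e-04, 0.0768, 0.0203 and 0.0324), negative acute phase genes higher (0.0331, 0.00791, 0.416, 0.010 and 0.0767) and cell cycle lower (3.53e-05, 6.24e-05, 0.750, 0.0400 and 0.0123), where these are under 0.05. Heat shock genes were lower at 3 h after IL-6 than at 0 h in gp130flox hepatocytes by camera (adjusted p = 0.00111, and 0.0265 with an estimated correlation). Median, mean and test differed in sign between the genotypes for cell cycle at 0 and 1 h, cytochromes P450 at 1 and 12 h, negative acute phase genes and lipid synthesis at 1 h, gluconeogenesis at 3 h, stellate markers at 3 and 12 h, and for cholangiocyte markers at 0, 1, 3 and 6 h and stress of cell isolation at 0, 1, 3 and 12 h.

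The sets of preparations also parted in liver and cell division genes. Serpina1e, Gnmt and Apoa1, which encode an antitrypsin, a methyltransferase and an apolipoprotein, were higher in preparations 6 to 11 by 8.12, 7.24 and 5.64, while Cdc20 and Plk1, which drive mitosis, differed by -4.47 and -4.36. Component 1 of the residuals held 71.2 percent of their variance and separated the sets.

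Other splits of the arrays make chance unlikely for the counts between the genotypes, but 100 splits or fewer cannot exclude it. At the 5 times 23, 57, 114, 142 and 116 compare with 1, 20, 72, 33 and 62 in the highest of 100 splits, and 209 at any time with 156. Within preparations 6 to 11, 411, 623 and 1005 at 0, 1 and 12 h compare with 35, 233 and 147 among 56, 35 and 56 splits. For IL-6 in gp130flox hepatocytes no other swap gave as many at any time, with 3, 10, 5 and 9 against 2, 5, 2 and 1 in 64 swaps within preparations, and 31, 92, 90 and 104 against 23, 67, 45 and 62 with the preparation as a block. In the joint test over the times 9 compare with 1, and with the block 163 with 24. For the counts of 0 in gp130- hepatocytes (highest other 0, and 2 with the block) and of 0 genes whose response differed without the block (highest other 1) the splits decide nothing, because 100 of 100 are as high as 0 whatever they give. In limma's test 43 genes differed in response at an unadjusted p under 0.05 with the fold threshold, and 3 changed in gp130- hepatocytes. In each case in which chance was unlikely, 1 split, the real grouping, was as high. Early tests that decided nothing were replaced: 31 genes bright in 1 set and dim in the other, a Socs3 change of 0.36 (SD 0.33, n = 3) in gp130- preparations 2, 3 and 4, and a largest change of 0.36 by IL-6 among Tor1aip2, Fam20b, Snrnp25 and Mpg. A test of the better second probes of Tor1aip2 and Mpg, the weaker at -0.93, was replaced because it left out their other probes.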
